# Premature aging of skeletal stem/progenitor cells rather than osteoblasts causes bone loss with decreased mechanosensation

**DOI:** 10.1038/s41413-023-00269-6

**Published:** 2023-07-05

**Authors:** Ruici Yang, Dandan Cao, Jinlong Suo, Lingli Zhang, Chunyang Mo, Miaomiao Wang, Ningning Niu, Rui Yue, Weiguo Zou

**Keywords:** Bone, Bone quality and biomechanics

## Abstract

A distinct population of skeletal stem/progenitor cells (SSPCs) has been identified that is indispensable for the maintenance and remodeling of the adult skeleton. However, the cell types that are responsible for age-related bone loss and the characteristic changes in these cells during aging remain to be determined. Here, we established models of premature aging by conditional depletion of *Zmpste24* (*Z24*) in mice and found that *Prx1-*dependent *Z24* deletion, but not *Osx-*dependent *Z24* deletion, caused significant bone loss. However, *Acan*-associated *Z24* depletion caused only trabecular bone loss. Single-cell RNA sequencing (scRNA-seq) revealed that two populations of SSPCs, one that differentiates into trabecular bone cells and another that differentiates into cortical bone cells, were significantly decreased in *Prx1-Cre; Z24*^*f/f*^ mice. Both premature SSPC populations exhibited apoptotic signaling pathway activation and decreased mechanosensation. Physical exercise reversed the effects of *Z24* depletion on cellular apoptosis, extracellular matrix expression and bone mass. This study identified two populations of SSPCs that are responsible for premature aging-related bone loss. The impairment of mechanosensation in *Z24*-deficient SSPCs provides new insight into how physical exercise can be used to prevent bone aging.

## Introduction

Bone is a dynamic tissue that undergoes a lifelong, highly regulated remodeling process that maintains a balance between bone resorption and formation.^1^ Degenerative bone loss is associated with decreased numbers of osteoblasts and increased numbers of osteoclasts.^2^ Medical treatments for osteoporosis include systemic anabolic medications that enhance osteoblast capacity and anticatabolic medications that decrease osteoclast resorption.^1^ Current drugs are effective in improving bone quality but have side effects.^3,4^ Aging-related changes that occur in skeletal stem/progenitor cells (SSPCs) that form mature osteogenic cells, such as osteoblasts, remain to be further elucidated in order to prevent age-related bone loss.

Different SSPC subsets are identified by the expression of different cell markers, such as paired related homeobox 1 (*Prx1*, also called *Prrx1*) and Osterix (*Osx*, also called *Sp7*). Prx1 plays an essential role in regulating skeletal development in limb buds and adult skeletal stem cells that are derived from the lateral plate mesoderm.^5,6^ Fetal perichondrium-resident *Osx*-expressing cells have been reported to translocate into the nascent marrow cavity, giving rise to new bone tissue and long-lived bone marrow stroma.^7^ *Osx* is also expressed by prehypertrophic and hypertrophic chondrocytes,^8^ periosteal cells, trabecular osteoblasts and osteocytes. However, the types of skeletal cells that are responsible for age-related bone loss remain to be identified.

Hutchinson-Gilford progeria syndrome (HGPS) is a human disease that is characterized by premature aging and significantly affects the skeletal system.^9^ This rare disease is caused by progerin, a truncated form of nuclear Lamin A (a type of intermediate filament). Lamin A forms the nuclear lamina scaffold that is adjacent to the inner nuclear membrane and confers viscosity and stiffness to nuclei.^10^ FACE1, a human metalloproteinase, and its homolog Zmpste24 (Z24) in mice are indispensable for the maturation of Lamin A from its precursor (Prelamin A).^11,12^ Both Lamin A mutations^13,14^ and Z24 deficiency^15,16^ are associated with human diseases that are characterized by severe defects in nuclear stability, cytoskeletal dynamics and nucleocytoskeletal force transmission. In terms of mouse phenotype, cortical and trabecular bone volumes are significantly reduced in Z24-knockout mice.^11,17^ However, whether Z24 specifically functions in bone mesenchymal stem cells has not been elucidated. The generation of conditional Z24-knockout mice could facilitate the elucidation of the specific function of Z24 in the bone system. More importantly, the identification of vital cell populations that are responsible for bone loss due to Z24 deletion has not been achieved.

In this study, we established a model of premature aging via the conditional deletion of Z24 using *Prx1*-*Cre* and *Osx-Cre* mice. The loss of bone in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice rather than in *Osx*^*Cre*^*;Z24*^*fl/fl*^ mice prompted us to identify the cell populations that are responsible for premature age-related bone loss. It is well known that Osx-expressing cells include prehypertrophic and hypertrophic chondrocytes, periosteal cells and osteoblasts.^18^ However, to our surprise, the premature aging of these cell populations did not lead to bone loss. By single-cell RNA sequencing (scRNA-seq), we identified two skeletal stem/progenitor cell (SSPC) populations that were enriched in *Prx1*^*Cre*^ mice compared to *Osx* ^*Cre*^ mice. Moreover, these two cell populations were decreased in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice compared to their control littermates, suggesting that the premature aging of these two populations was responsible for age-related bone loss. Interestingly, we found that SSPCs that resided in the growth plate (gpSSPCs) maintain only trabecular bone according to the phenotype of *Acan*^*Cre*^*; Z24*^*fl/fl*^ mice. Chromatin and transcriptional profiling demonstrated that prematurely aged SSPCs exhibited apoptotic signaling pathway activation and decreased mechanosensation of compression or tension. Furthermore, we found that mechanical stimulation increased the number of SSPCs (CD73^+^) and reversed the effects of Z24 depletion on cellular apoptosis and bone mass.

## Results

### *Prx1*-dependent *Z24* deficiency, not *Osx*-dependent *Z24* deficiency, causes a premature skeletal phenotype

To establish conditional models of premature aging, we first obtained *Z24-KO* first (Conditional Ready) mice (Fig. S1a). We verified the *Z24* knockout efficiency in different tissues by qPCR (Fig. S1b). As expected, the absence of Z24 resulted in the accumulation of Prelamin A (Fig. S1c). Consistent with the fact that HGPS patients have normal weights at birth,^9^ *Z24-KO* first mice did not show a significant decrease in weight compared to littermate controls until 6 weeks of age (Fig. S1d). *Z24-KO* first mice displayed normal skeletal development at birth, as revealed by whole-mount staining of skeletal samples from postnatal day 1 mice (Fig. S1e–g). *Z24-KO* first mice also displayed normal growth plates at postnatal day 3 according to Safranin O staining (Fig. S1h). Microcomputer tomography (microCT) analysis revealed that *Z24-KO* first mice displayed significant bone loss compared to littermate controls, including decreased bone volume fraction (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), cortical thickness (Ct.Th) and increased trabecular spacing (Tb.Sp) (Fig. S1i–n). However, tartrate-resistant acid phosphatase (TRAP) staining demonstrated that the number of osteoclasts in the trabecular bones of *Z24-KO* first mice did not significantly differ from their littermate controls (Fig. S1o, p). The phenotypes of our *Z24-KO* first mice were similar to those of two other reported *Z24*-knockout mouse strains,^11,17,19^ although the premature phenotype of our *Z24-KO* first mice appeared later.

Taking advantage of the IRES-lacZ sequence that was inserted into the Z24 locus, we found that Z24-expressing cells localized to the cartilage, trabecular bone, and cortical bone on postnatal day 3 (Fig. 1a, b). Thus, we conditionally deleted *Z24* by crossing *Z24*^*fl/fl*^ mice with *Prx1-Cre* or *Osx-Cre* mice to induce premature aging in Prx1-expressing or Osx-expressing skeletal lineage cells, respectively (Fig. 1c, Fig. S2a). Then, we verified the *Z24* knockout efficiency in bone by qPCR (Fig. S2b). Because the *Osx*-*Cre* transgenic mice showed malocclusion, we chose *Osx*^*Cre*^ mice as littermate controls for *Osx*^*Cre*^*;Z24*^*fl/fl*^ mice. Similar to *Z24-KO* first mice, *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice displayed normal body weights before 12 weeks of age, normal growth plates at p3 and normal skeletal development at p1 (Fig. S2c–f). *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice also had normal growth plates on postnatal day 3 according to Safranin O staining (Fig. S2g). However, 16-week-old *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice displayed significantly decreased bone volume fraction, trabecular thickness, trabecular number, and cortical thickness and increased trabecular spacing (Fig. 1d–i). Interestingly, 16-week-old *Osx*^*Cre*^*;Z24*^*fl/fl*^ mice did not display significant changes in bone parameters compared to control mice (Fig. 1d–i). Similarly, tartrate-resistant acid phosphatase (TRAP) staining demonstrated that the number of osteoclasts in the trabecular bones of *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice did not significantly differ from their littermate controls at both 8 weeks and 16 weeks of age (Fig. S2h, i). Together, these results suggest that Z24 specifically functions in Prx1-expressing cells but not in Osx-expressing cells.

**Fig. 1:**
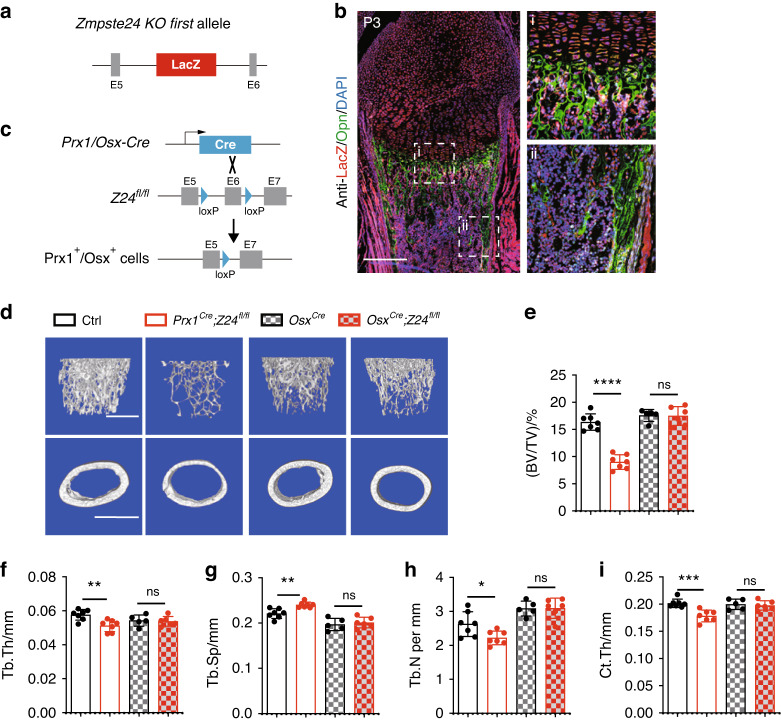
*Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice exhibit age-dependent bone loss, but *Osx*^*Cre*^*;Z24*^*fl/fl*^ mice do not. **a** Schematic showing genetic design of the *Zmpste24* (*Z24*) *KO first* allele. **b** Immunofluorescence image of LacZ and Opn in the femurs of *Z24-LacZ* reporter mice on postnatal Day 3. Scale bar, 3 mm. **c** Schematic diagram showing the strategy for *Z24* deletion (mutant) in Prx1^+^ and Osx^+^ cells. Prx1/Osx-dependent Cre recombinase expression leads to recombination between the loxP sites flanking exon 6 (E6) of the *Z24*^*fl/fl*^ gene. The resulting mutant *Z24* is nonfunctional. **d** Representative microCT images of femurs. Scale bar, 1 mm. Ctrl: Control, Ctrl as the combination of *Z24*^*fl/fl*^ and *Prx1-Cre* mice. Quantitative analyses of trabecular bone volume/total volume (BV/TV) (**e**), trabecular thickness (Tb.Th) (**f**), trabecular spacing (Tb.Sp) (**g**), trabecular number (Tb.N) (**h**) and cortical thickness (Ct.Th) (**i**) in the femurs. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.000 1)

### *Prx1-*dependent *Z24* deficiency leads to a decrease in osteoblast number and bone formation rate

To further confirm the function of Z24 in Prx1-expressing cells, we examined the expression of the senescence marker P16 in bone tissue. Similar to *KO* first mice, bone tissue of *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice exhibited elevated protein levels of P16 as shown by Western blotting (Fig. 2a), which indicated the degeneration of bone in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice. We next analyzed bone mineralization rates by dynamic histomorphometry analysis, which was performed by calcein double labeling. Compared to their littermate controls, *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice had a significantly decreased mineral apposition rate (MAR) (Fig. 2b). In contrast, the MAR of *Osx*^*Cre*^*;Z24*^*fl/fl*^ mice was comparable to that of their littermate controls (Fig. 2b). Histomorphometric analysis of Masson trichrome staining showed that the number of osteoblasts per mm of trabecular bone surface (N.Ob/T.Ar) and per mm^2^ of tissue area (Ob.S/Bs) were significantly decreased in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice but not in *Osx*^*Cre*^*;Z24*^*fl/fl*^ mice (Fig. 2c–e).

**Fig. 2:**
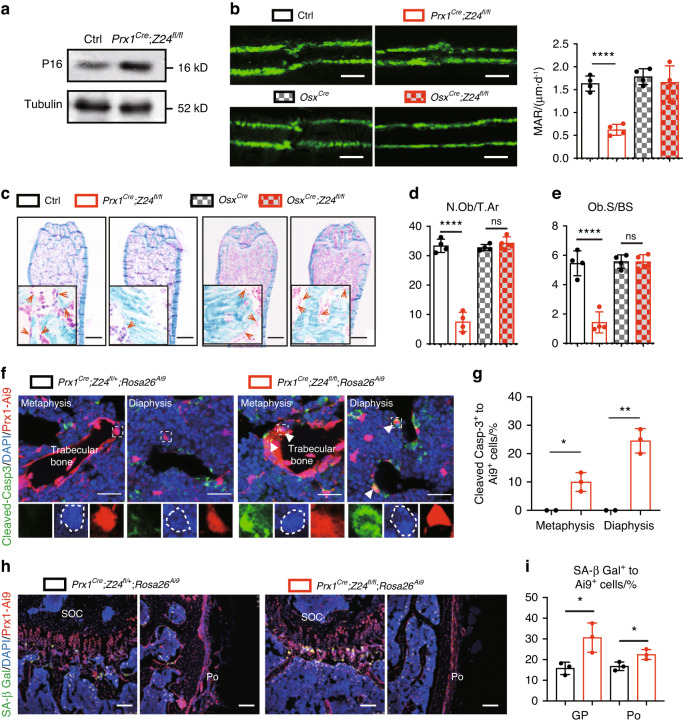
Degeneration of cell renewal in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice leads to bone loss. **a** Western blotting analysis of the expression of P16 in bone tissues of *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice and their littermate controls. Tubulin was used as a reference protein. **b** Calcein double staining and mineral appositional rate (MAR) analysis of 16-week-old *Prx1*^*Cre*^*;Z24*^*fl/fl*^, *Osx*^*Cre*^*;Z24*^*fl/fl*^ and their littermate controls. Scale bars, 20 μm. Data shown are from four replicates. **c** Masson staining of femur hard slides. Scale bars, 80 mm. Quantification of the number of osteoblasts per tissue area (N.Ob/T.Ar) (**d**) and osteoblast surface per bone surface (Ob. BS) (**e**). **f** Immunofluorescence images of cleaved Caspase-3 in the metaphysis and diaphysis. Scale bars, 25 μm. **g** Proportion of cleaved Caspase-3^+^ cells to *Prx1*^*Cre*^*; Rosa26*^*Ai9*^ cells in tissue sections. **h** Immunofluorescence images of SA-β Gal in the growth plate. SOC secondary ossification center, Po periosteum. Scale bars, 100 μm. **i** Proportion of SA-β Gal^+^ cells to *Prx1*^*Cre*^*; Rosa26*^*Ai9*^ cells in tissue sections. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.000 1)

The decreased number of osteoblasts in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice prompted us to further examine their self-renewal and apoptosis. We crossed *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice with mice carrying the *Rosa26*^*Ai9*^ reporter allele, which conditionally expresses the fluorescent tdTomato protein (Ai9) in response to Cre recombination. Cleaved Caspase-3 staining showed an increase in apoptotic cell numbers in the metaphysis and diaphysis (Fig. 2f, g). Staining for the senescence marker SA-β Gal showed increased aging-induced cell senescence in the growth plate and periosteum (Fig. 2h, i). Collectively, these results indicated that premature aging of *Prx1*^*Cre*^-derived cells, but not *Osx*^*Cre*^-derived cells, induced bone loss.

### Two cell subsets were decreased in *Prx1*^*Cre*^ mutant mice

Given that *Prx1*^*Cre−*^derived cells, but not *Osx*^*Cre−*^derived cells, were found to be responsible for premature aging-induced bone loss, we next used scRNA-seq to compare the cell types between these populations. After quality control and filtering, we obtained CD45^−^Ter119^−^CD31^−^Ai9^+^ single-cell suspensions from 8-week-old *Prx1*^*Cre*^;*Rosa26*^*Ai9*^ (909 cells) and *Osx*^*Cre*^;*Rosa26*^*Ai9*^ (725 cells) mice (including bone marrow and bone fragments) for integrated analysis. 

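Each Cre line was represented by 1 scRNA-seq library, so no difference between the lines has a replicate check and no p-values are given. Ai9 is a red fluorescent reporter that Cre recombination switches on for good, so the sorted cells descend from cells that expressed *Prx1* Cre or *Osx* Cre. The libraries were built with the 10X Genomics droplet method, in which every captured transcript carries a unique molecular identifier (UMI). The authors counted UMIs per gene and cell with Cell Ranger on the mm10 genome, and their deposited counts, without normalization, cover 999 cells of the *Prx1* Cre line and 785 cells of the *Osx* Cre line. The study's filter, which keeps genes found in at least 3 cells and cells with at least 200 genes, left 993 and 782 cells with 1550657 and 1036816 UMIs in total. The median cell had 1039 UMIs in the *Prx1* Cre library (range, 482 to 10459) and 923.5 UMIs in the *Osx* Cre library (range, 478 to 9241). The libraries were integrated with Seurat on 2000 variable features and clustered with the study's 20 principal components and resolution of 0.14. *Ly6a* (Sca1), *Nt5e* (CD73), *Acan* and *Zmpste24* (*Z24*) were kept out of the variable features, because their levels in the clusters are reported as results. Clusters were named from marker lists that leave these 4 genes out. Shares of cells are given with exact (Clopper-Pearson) 95% binomial confidence intervals, which cover counting error only and not the difference between mice. Doublets were kept, since Scrublet marked 10 of the 6205 cells of the study's 4 scRNA-seq libraries (0.161%), too few for the caller to have worked.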

Five clusters were mapped to chondrocyte-like cells (chondrocytes, expressing *Sox9* and *Acan*),^18,20^ periosteal mesenchymal stromal cells (PMSCs, expressing *Dcn* and *Col3a1*),^21^ bone marrow stromal cells (BMSCs, expressing *Scf* and *Cxcl12*),^22,23^ pericytes (pericytes, expressing *Acta2* and *Myh11*),^24^ and osteoblasts (OB, expressing *Bglap* and *Col1a1*)^24^ (Fig. 3a, b). 

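The integrated 8-week cells formed 7 clusters, of which 6 were assigned to the 5 classes with 1758 cells in total. The chondrocyte-like cluster of 235 cells was led by *Matn3*, *Mia* and *Col9a1*, and 8 of the 9 chondrocyte markers were detected in at least 25% of its cells. The PMSC-like cluster of 135 cells was led by *Prg4*, *Igfbp6* and *Cilp* and had 8 of the 9 PMSC markers. The OB-like cluster of 239 cells was led by *Bglap*, *Bglap2* and *Ifitm5*, and the pericyte-like cluster of 34 cells by *Rgs5*, *Acta2* and *Tagln*, each with 6 of the 7 markers of its class. The 2 BMSC-like clusters had all 7 BMSC markers. The larger one, with 1079 cells, was led by *Adipoq*, *Il1rn* and *Serpina12*, and the smaller one, with 36 cells, by the interferon-induced genes *Cxcl10*, *Ifit3b* and *Cxcl9*. A cluster of 17 cells led by *Egfl7*, *Plvap* and *Cldn5* was endothelial-like and was left out of the 5 classes, with 12 cells from the *Prx1* Cre library and 5 from the *Osx* Cre library.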

Importantly, *Prx1*^*Cre*^*−*derived cells were enriched in chondrocyte-like cells and PMSCs compared to *Osx*^*Cre−*^derived cells (Fig. 3c). 

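Of the 981 *Prx1* Cre-derived cells in the 5 classes, 161 were chondrocyte-like (16.4%, 95% confidence interval 14.1 to 18.9), compared with 74 of 777 *Osx* Cre-derived cells (9.52%, 7.55 to 11.8). PMSC-like cells accounted for 126 of the *Prx1* Cre-derived cells (12.8%, 10.8 to 15.1) and 9 of the *Osx* Cre-derived cells (1.16%, 0.531 to 2.19). The intervals of the lines did not overlap in either class. BMSC-like cells made up 57.8% (54.6 to 60.9) of the *Prx1* Cre-derived and 70.5% (67.2 to 73.7) of the *Osx* Cre-derived cells, and OB-like cells 11.3% (9.4 to 13.5) and 16.5% (13.9 to 19.3). The shares of pericyte-like cells, 1.63% (0.935 to 2.64) and 2.32% (1.38 to 3.64), did not differ beyond counting error. The share of *Osx* Cre-derived PMSC-like cells depended most on the processing and was 0.257% when the libraries were merged without integration and 9.78% when no gene was kept out of the variable features. In that last setting the OB-like shares were 7.34% (5.79 to 9.15) and 8.11% (6.29 to 10.3), so the difference between the lines in OB-like cells was not seen there, nor after removal of Scrublet calls (7.36% and 8.16%). Both values reflect a change of class: with all variable features, 65 of the 76 *Osx* Cre-derived PMSC-like cells were OB-like before, as were 36 of the 163 *Prx1* Cre-derived ones. The 9 *Osx* Cre-derived PMSC-like cells carried the PMSC markers at 11900 CPM (UMIs scaled to one total for every class; 10100 to 13900), compared with 42300 CPM (41400 to 43300) in the *Prx1* Cre-derived PMSC-like cells.

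**Figure D1:**
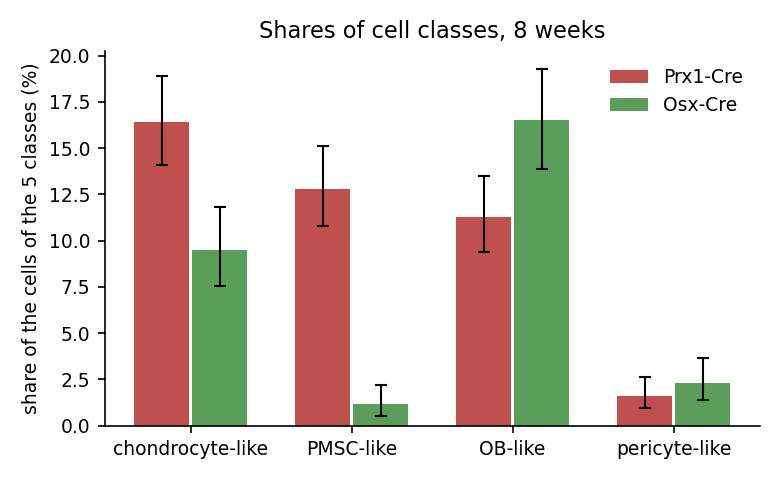
Share of cells in 4 of the 5 classes (vertical axis, % of the cells in the 5 classes) at 8 weeks in the *Prx1* Cre and *Osx* Cre libraries, with 95% binomial confidence intervals as error bars. The *Prx1* Cre library is at 16.4% for chondrocyte-like cells and 12.8% for PMSC-like cells, and the *Osx* Cre library at 9.52% and 1.16%.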

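At 16 weeks, Ai9+ cells of *Prx1* Cre; *Z24* fl/+ mice (control) and of *Prx1* Cre; *Z24* fl/fl mice (conditional knockout, CKO) were sequenced as 1 library each. Each library pools the cells of several mice and the cells are not assigned to single mice, so each genotype is 1 sample and no difference between them has a replicate check. The targeted gene, *Zmpste24*, had 70 UMIs in the control library (19.4 CPM, exact Poisson 95% interval 15.1 to 24.5) and 11 UMIs in the CKO library (3.14 CPM, 1.57 to 5.62). Made in the same way as the 8-week data, the deposited counts cover 2088 control and 2373 CKO cells, of which 2068 and 2362 passed the filter. The control cells had a median of 1426.5 UMIs (range, 500 to 11984; 3606176 in total) and the CKO cells a median of 1272.5 UMIs (range, 354 to 8360; 3499877 in total). Clustering used the study's 22 principal components and resolution of 0.15. It gave 6 clusters. The OB-like cluster (359 cells) and the pericyte-like cluster (49 cells) each had 6 of the 7 markers of their class. Of the 2 BMSC-like clusters, 1 with 2136 cells was led by the immediate early genes *Jun* and *Fos* and the other, with 1620 cells, by *Ebf3* and *C4b*. A cluster of 92 cells was erythroid-like and was left out of the 5 classes (51 control and 41 CKO cells). The remaining cluster of 174 cells was led by *3110079O15Rik* and *Serpina1a* and held 8 of the 9 chondrocyte and 7 of the 9 PMSC markers. It was clustered again alone, with 10 principal components and a resolution of 0.14, a step added after this mixture was seen. That gave a PMSC-like part of 94 cells led by *Igfbp6*, *Clec3b* and *Prg4* and a chondrocyte-like part of 80 cells led by *3110079O15Rik*, *Serpina1a* and *Serpina1d*, each with 8 of its 9 markers.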

We also performed integrated scRNA analyses with 16-week-old *Prx1*^*Cre*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ and *Prx1*^*Cre*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ mice, which identified the same five clusters (Fig. 3d, e). 

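Among the 2017 control cells in the 5 classes, 61 were chondrocyte-like (3.02%, 95% binomial confidence interval 2.32 to 3.87), and among the 2321 CKO cells, 19 were (0.819%, 0.494 to 1.28). PMSC-like cells numbered 63 in the control library (3.12%, 2.41 to 3.98) and 31 in the CKO library (1.34%, 0.909 to 1.89). In both classes the intervals of the control and CKO libraries did not overlap. Before the mixed cluster was divided, it held 124 control and 50 CKO cells. BMSC-like cells made up 83.8% (82.1 to 85.4) of the control and 89% (87.7 to 90.3) of the CKO cells. The shares of OB-like cells, 9.22% (7.99 to 10.6) and 7.45% (6.42 to 8.6), and of pericyte-like cells, 0.843% (0.492 to 1.35) and 1.38% (0.945 to 1.94), had overlapping intervals. At a resolution of 0.5, where the mixed cluster separated without a further step, the chondrocyte-like cells numbered 60 and 20 and the PMSC-like cells 64 and 30 in the control and CKO libraries.

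**Figure D2:**
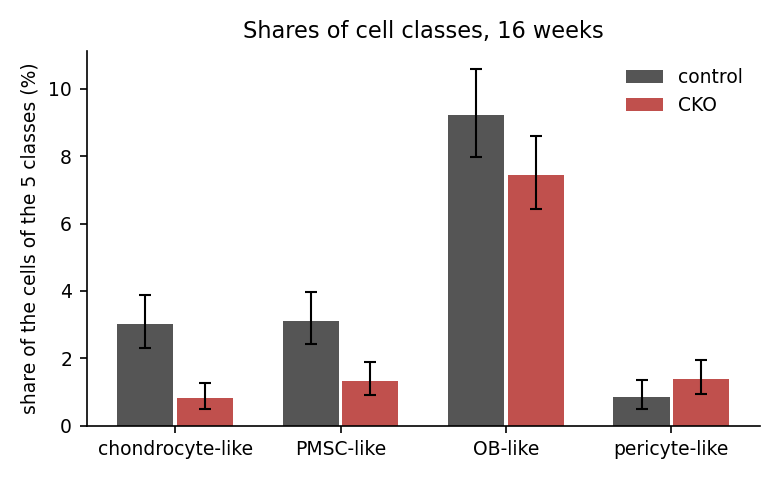
Share of cells in 4 of the 5 classes (vertical axis, % of the cells in the 5 classes) at 16 weeks in the control and CKO libraries, with 95% binomial confidence intervals as error bars. Control cells are at 3.02% for chondrocyte-like and 3.12% for PMSC-like cells, and CKO cells at 0.819% and 1.34%.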

Strikingly, the percentages of chondrocyte-like cells and PMSCs were decreased in *Prx1*^*Cre*^*;Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ mice (Fig. 3f). 

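Cell cycle phases were scored with Seurat from 42 S phase and 46 G2/M phase genes. Of the chondrocyte-like cells, 20 of 61 control cells (32.8%, 21.3 to 46.0) and 7 of 19 CKO cells (36.8%, 16.3 to 61.6) were scored as S phase. Of the PMSC-like cells, 17 of 63 control cells (27.0%, 16.6 to 39.7) and 8 of 31 CKO cells (25.8%, 11.9 to 44.6) were in S phase. Each CKO share lay within the confidence interval of the control share. Whether the score separates cycling from resting cells at this depth was not checked, so the shares do not decide whether S phase differed. The cells' depth differed between the libraries, with a median of 2971 UMIs in control and 4424 UMIs in CKO chondrocyte-like cells and of 2074 and 1695 UMIs in PMSC-like cells. With each cell thinned to 1000 UMIs, the share in S phase was 27.3% (16.1 to 41.0) of 55 control and 21.1% (6.05 to 45.6) of 19 CKO chondrocyte-like cells, and 27.8% (16.5 to 41.6) of 54 control and 15.4% (4.36 to 34.9) of 26 CKO PMSC-like cells. The intervals of the libraries overlapped in both classes, although the thinned CKO share of PMSC-like cells lay below the control interval. In G1 were 21.3% of the control and 31.6% of the CKO chondrocyte-like cells and 42.9% and 29.0% of the PMSC-like cells, and in G2/M 45.9% and 31.6% of the chondrocyte-like cells and 30.2% and 45.2% of the PMSC-like cells, all with overlapping intervals.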

Cell cycle analysis showed that chondrocyte-like cells and PMSCs from *Prx1*^*Cre*^*;Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ mice had fewer cells in the S phase (Fig. 3g). Pseudotime analysis (Monocle 2) predicted that chondrocyte-like cells and PMSCs had earlier pseudotimes and had three differentiation trajectories (i.e., osteoblasts, adipocytes and stromal cells) (Fig. 3h, Fig. S3a, b).

**Fig. 3:**
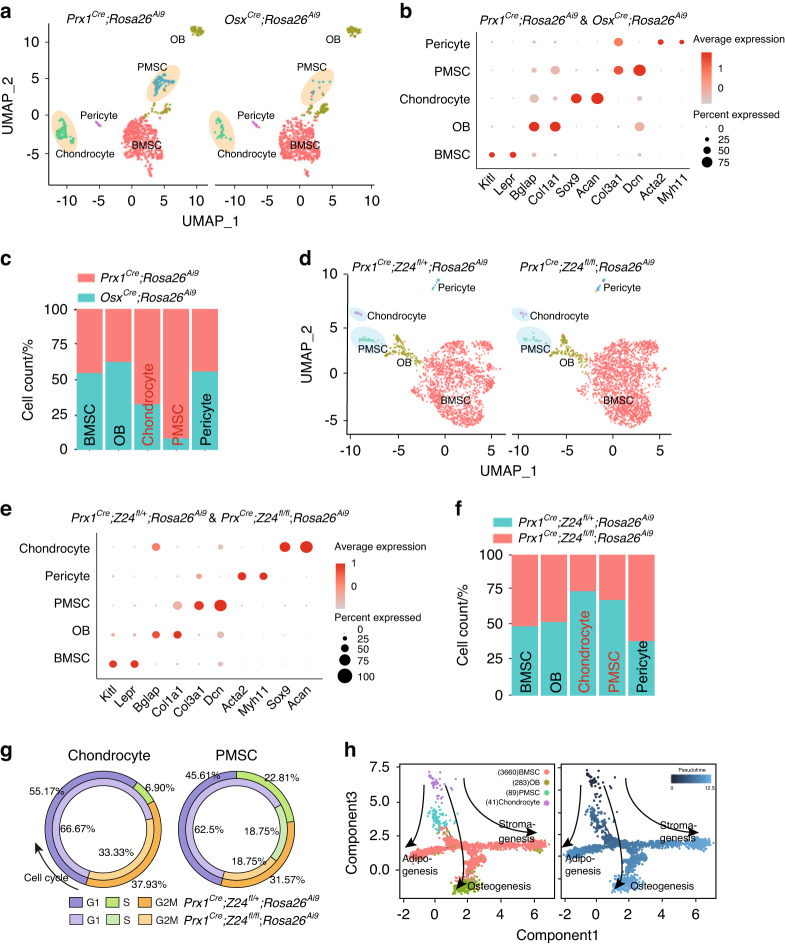
Prx1^Cre+^ Osx^Cre−^ subsets are decreased in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice. **a** UMAP plots of 1634 total whole bone Prx1^Cre+^ and Osx^Cre+^ cells from 8-week-old *Prx1*^*Cre*^*;Rosa26*^*Ai9*^ mice and *Osx*^*Cre*^*;Rosa26*^*Ai9*^ mice, colored by cluster assignment and annotated *post hoc*. BMSC: bone marrow stromal cells; OB: osteoblasts; PMSC: periosteum mesenchymal stem cells. **b** Dot plot of gene signatures. **c** Statistical analysis showing the percentages of the five cell clusters (BMSCs, OBs, chondrocytes, PMSCs and pericytes) shown in the panel of *Osx*^*Cre*^*; Rosa26*^*Ai9*^ mice (green) compared to *Prx1*^*Cre*^*; Rosa26*^*Ai9*^ mice (red). **d** UMAP plots of 4119 total whole bone Prx1^Cre+^ cells from three pairs of 16-week-old *Prx1*^*Cre*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ and *Prx1*^*Cre*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ mice, colored by cluster assignment and annotated *post hoc*. **e** Dot plot showing gene signatures among the 4119 total whole bone cells. **f** Statistical analysis showing the percentages of five cell clusters (BMSCs, OBs, chondrocytes, PMSCs and pericytes) as shown in *Prx1*^*Cre*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ (green) and *Prx1*^*Cre*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ (red) mice. **g** Cell cycle regression of chondrocyte and PMSC clusters. Inner ring: *Prx1*^*Cre*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ mice; outer ring: *Prx1*^*Cre*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ mice. **h** Developmental trajectory of the whole bone cells (4073 cells, except for the pericyte cluster) produced by Monocle 2

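Sca1 is the product of *Ly6a*, and CD73 that of *Nt5e*. At 8 weeks, 69 of 126 *Prx1* Cre-derived PMSC-like cells had a *Ly6a* UMI (54.8%, 45.7 to 63.6), at a median depth of 1119.5 UMIs. In *Prx1* Cre-derived BMSC-like cells, which serve as background here, the share was 1.06% (0.389 to 2.29) at a median depth of 896 UMIs. None of the 9 *Osx* Cre-derived PMSC-like cells had one, which allows a share of up to 33.3%. At 16 weeks, *Ly6a* was found in 46 of 63 control PMSC-like cells (73%, 60.3 to 83.4) and 16 of 31 CKO PMSC-like cells (51.6%, 33.1 to 69.8), compared with 1.12% and 0.629% of BMSC-like cells. Over the summed counts of these PMSC-like cells, *Ly6a* had 1880 CPM (1670 to 2110) in control and 1120 CPM (871 to 1410) in CKO. The CKO cells may be less pure, with 6610 CPM of BMSC and 9270 CPM of OB markers, compared with 1590 and 2620 CPM in control. Their PMSC markers were at 38100 CPM, compared with 45900 CPM in control. Part of the difference in *Ly6a* could come from that. *Nt5e* was detected in 44 of 161 *Prx1* Cre-derived (27.3%, 20.6 to 34.9) and 18 of 74 *Osx* Cre-derived chondrocyte-like cells (24.3%, 15.1 to 35.7), compared with 1.59% and 1.09% of BMSC-like cells. Chondrocyte-like cells were deeper, with medians of 3203 and 3165 UMIs, but the CPM differed too, at 120 CPM (92.2 to 153) in chondrocyte-like and 18.7 CPM (8.94 to 34.3) in BMSC-like *Prx1* Cre-derived cells. At 16 weeks, *Nt5e* was detected in 16 of 61 control (26.2%, 15.8 to 39.1) and 4 of 19 CKO chondrocyte-like cells (21.1%, 6.05 to 45.6), compared with 3.55% and 3.00% of BMSC-like cells. The shares of cells with *Nt5e* moved most with the depth, since with each cell thinned to 1000 UMIs the share was 12.5% in the *Prx1* Cre-derived chondrocyte-like cells and 0% in the 19 CKO cells, which allows up to 15.8%.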

Next, we selected the top-ranked membrane proteins Sca1 and CD73 from sequencing data and used them as marker genes of PMSCs and chondrocyte-like cells, respectively (Fig. 4a). Consistent with recent studies, immunostaining data confirmed the expression of Sca1 and CD73 in Prx1-Ai9-expressing periosteal cells and growth plate resting zone cells, respectively (Fig. 4b).^5,25–28^ These cells are named periosteal skeletal stem/progenitor cells (pSSPCs, *Prx1-Ai9*^+^ Sca1^+^) and growth plate skeletal stem/progenitor cells (gpSSPCs, *Prx1-Ai9*^*+*^ CD73^+^) hereafter. Immunostaining analysis confirmed that pSSPCs and gpSSPCs were significantly decreased in *Prx1*^*Cre*^*;Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ mice (Fig. 4c). We digested the long bones and flow-sorted pSSPCs and gpSSPCs from the periosteum and growth plate, the frequency of these cells was decreased in *Prx1*^*Cre*^*;Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ mice, which was consistent with immunostaining data (Fig. 4d, e). Trilineage differentiation analyses showed that these cells have similar capacities to differentiate into chondrocytes, osteoblasts and adipocytes in vitro (Fig. 4f). However, both pSSPCs and gpSSPCs from *Prx1*^*Cre*^*;Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ mice exhibited lower colony-formation abilities and weaker self-renewal abilities (Fig. 4g). Furthermore, immunostaining revealed a decrease in pSSPC and gpSSPC numbers during aging (Fig. 4h). Flow cytometry analysis also confirmed a decrease in both pSSPC and gpSSPC numbers in 2-year-old aged mice compared with 10-week-old young mice (Fig. 4i). Taken together, these results demonstrated the decrease in the pSSPC and gpSSPC populations in both premature and physiological aging mouse models, highlighting their critical roles in maintaining adult bone mass.

**Fig. 4:**
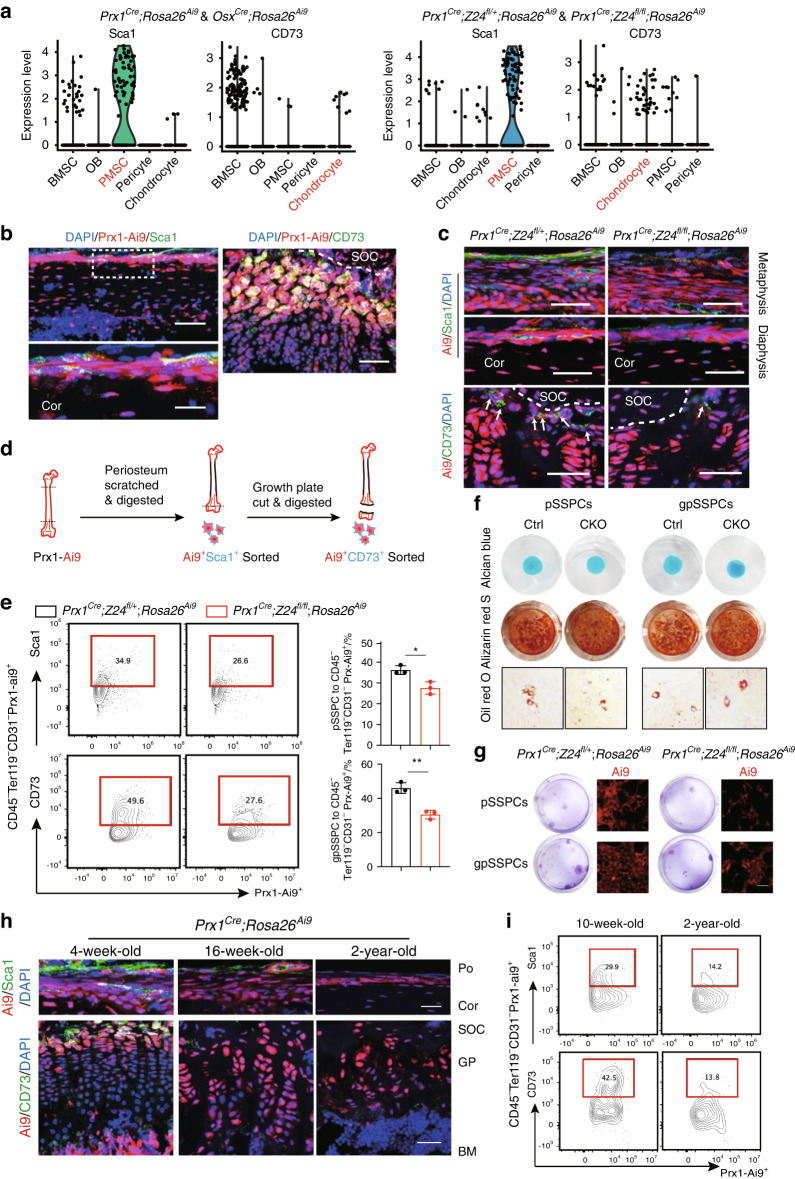
gpSSPC and pSSPC degeneration in both premature and natural aging models. **a** Violin plots showing the expression levels and distribution of the surface markers Sca1 and CD73. **b** Immunofluorescence images of Prx1-Ai9^+^ Sca1^+^ cells and Prx1-Ai9^+^ CD73^+^ cells from 4-week-old *Prx1*^*Cre*^*; Rosa26*^*Ai9*^ mice. Scale bars, Prx1-Ai9^+^ Sca1^+^: 25 μm (top lane), 12 μm (bottom lane); Prx1-Ai9^+^ CD73^+^: 75 μm. **c** Fluorescence images of pSSPCs in the periosteum and gpSSPCs in the growth plate. Scale bars, 50 μm. SOC, secondary ossification center. Cor, cortical bone. **d** Schematic of serial digestion of the Prx1^+^Sca1^+^ (pSSPCs) subset derived from the periosteum and the Prx1^+^CD73^+^ (gpSSPCs) subset derived from the growth plate. **e** Representative FACS analysis of the distribution of the Prx1^+^Sca1^+^ subset derived from the periosteum and the Prx1^+^CD73^+^ subset derived from the growth plate. *n* = 3 per group, data are presented as the mean ± SD. **f** In vitro differentiation of sorted Prx1^+^Sca1^+^ and Prx1^+^CD73^+^ cells from 6-week-old *Prx1*^*Cre*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ and *Prx1*^*Cre*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ mice into chondrogenic, osteogenic and adipogenic lineages. **g** Colony-formation assay: cells were digested and sorted as shown in (**d**). Left: crystal violet staining; right: enlarged view of the Rosa26^Ai9^ signal. Scale bar, 15 μm. **h** Fluorescence images of pSSPCs in the periosteum (Po) and gpSSPCs in the growth plate (GP) at 4 weeks, 16 weeks and 2 years in *Prx1*^*Cre*^*; Rosa26*^*Ai9*^ mice. Scale bars, 50 μm (top lane) and 40 μm (bottom lane). BM, bone marrow. **i** FACS analysis of the distribution of gpSSPCs and pSSPCs in 10-week-old and 2-year-old *Prx1*^*Cre*^*;Rosa26*^*Ai9*^ mice

### Premature aging of gpSSPCs leads to trabecular bone loss

To verify whether Z24 in gpSSPCs plays a role in vivo, we proposed to generate gpSSPC-specific conditional Z24-knockout mice. Chondrocytes express high levels of aggrecan (*Acan*), type II collagen (*Col2*) and *Sox9* and have been shown to progressively contribute to lifelong skeletal lineages.^18^ 

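Of the 67 *Prx1* Cre-derived cells with an *Nt5e* UMI in the 5 classes at 8 weeks, 44 were chondrocyte-like (65.7%, 53.1 to 76.8), a class that made up 16.4% of all cells. In the *Osx* Cre library, 18 of 27 such cells were chondrocyte-like (66.7%, 46.0 to 83.5). At 16 weeks, when chondrocyte-like cells were rarer, they accounted for 16 of 82 control cells with an *Nt5e* UMI (19.5%, 11.6 to 29.7) and 4 of 68 CKO cells (5.88%, 1.63 to 14.4). Both shares exceeded the class's share of 3.02% and 0.819% among all cells. Depth could make part of this excess, since chondrocyte-like cells had medians of 2971 (control) and 4424 UMIs (CKO). BMSC-like cells had medians of 1394 and 1254.5 UMIs. Over both libraries, *Nt5e* was also higher in CPM, at 64.5 in chondrocyte-like cells and 20.3 in the other 4 classes. Most of the other 16-week cells with an *Nt5e* UMI were BMSC-like (60 control and 62 CKO cells). The cells had been clustered without *Nt5e*.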

In our scRNA-seq results, gpSSPCs exhibited chondrocyte characteristics, raising the possibility that *Z24* deficiency in chondrocytes is sufficient to induce bone loss (Fig. 5a). 

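*Acan*, which was also left out of the clustering, was detected in 96.9% (92.9 to 99) of *Prx1* Cre-derived and 90.5% (81.5 to 96.1) of *Osx* Cre-derived chondrocyte-like cells at 8 weeks, and in 60 of 61 control and 19 of 19 CKO chondrocyte-like cells at 16 weeks. Its share was 1.76% and 2.74% in the BMSC-like cells at 8 weeks and 0.592% and 0.145% at 16 weeks. In summed counts, *Acan* had 2900 CPM in the 8-week chondrocyte-like cells and 39.7 CPM in the cells of the other 4 classes, and 2180 and 5.31 CPM at 16 weeks. By the ratio of these values, taken after adding 10 CPM to each, it ranked at 11 among the 3232 genes detected in at least 10% of the 8-week chondrocyte-like cells and at 15 among 3906 genes at 16 weeks.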

Acan is also a highly ranked marker of chondrocyte clusters. Therefore, we crossed *Acan*^*CreER*^ mice with *Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ mice to directly test the cellular role of gpSSPCs temporally. Consistent with the data we obtained, most osteoblasts in trabecular bones could be labeled by *Acan*^*CreER*^*;Rosa26*^*Ai9*^ when tamoxifen was administered at p1-p3 (Fig. 5b). Immunostaining showed a significant decrease in *Acan-Ai9*^+^CD73^+^ cell numbers in *Acan*^*CreER*^*;Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ mice compared to control mice, which was consistent with flow cytometry analysis (Fig. 5c, d). MicroCT analysis of *Acan*^*CreER*^*;Z24*^*fl/fl*^ mice showed significantly decreased trabecular bone volume fraction, trabecular thickness, and trabecular number and significantly increased trabecular spacing compared to littermate control mice (Fig. 5e–i). Since *Acan*^*CreER*^ cannot label Sca1^+^ pSSPCs, there was no significant difference in cortical thickness (Ct.Th) (Fig. 5c, j). The data further suggested that the decline in *Prx1-Ai9*^*+*^ CD73^+^ gpSSPC numbers is responsible for the impairment of aged trabecular bone.

**Fig. 5:**
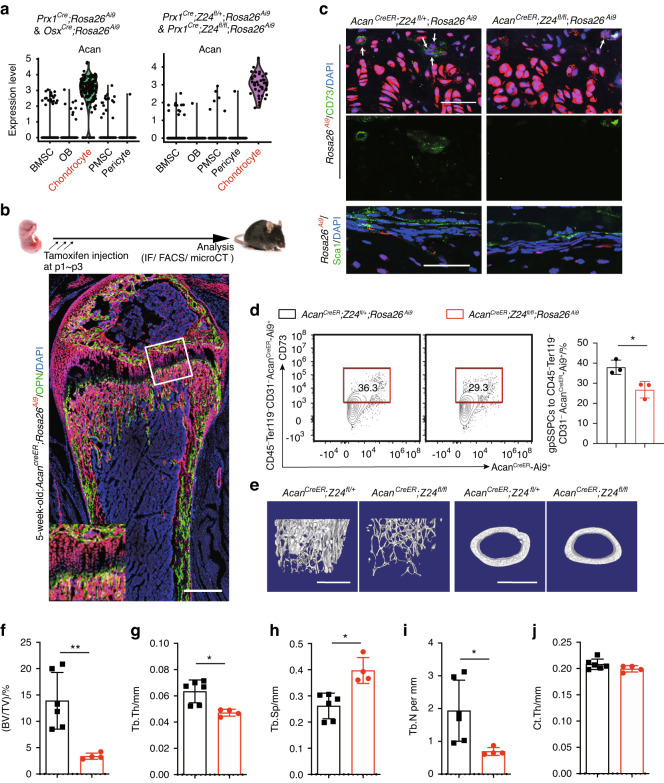
*Acan*^*CreER*^*;Z24*^*fl/fl*^ mice exhibit trabecular bone loss. **a** Violin plots showing the expression levels and distribution of *Acan*. **b** Fluorescence images of OPN in femur sections from *Acan*^*CreER*^*; Rosa26*^*Ai9*^ mice that were injected with tamoxifen at p1-p3. Mice were analyzed after 5 weeks. Scale bar, 0.5 mm. **c** Fluorescence images of CD73 in the growth plate and Sca1 in the periosteum of 16-week-old *Acan*^*CreER*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ mice and *Acan*^*CreER*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ mice. Scale bars, 50 μm. **d** FACS analysis of the distribution of Acan^+^CD73^+^ cells from growth plates of 8-week-old *Acan*^*CreER*^*; Z24*^*fl/+*^*; Rosa26*^*Ai9*^ and *Acan*^*CreER*^*; Z24*^*fl/fl*^*; Rosa26*^*Ai9*^ mice that were injected with tamoxifen at p1-p3. *n* = 3 per group. Data are presented as the mean ± SD. **e** MicroCT images showing femurs of 16-week-old *Acan*^*CreER*^*; Z24*^*fl/fl*^ mice and their littermate controls. Scale bars, 1 mm. Quantitative analyses of trabecular bone volume/total volume (BV/TV) (**f**), trabecular thickness (Tb.Th) (**g**), trabecular spacing (Tb.Sp) (**h**), trabecular number (Tb.N) (**i**) and cortical thickness (Ct.Th) (**j**) in the femur metaphysis of 16-week-old *Acan*^*CreER*^*; Z24*^*fl/fl*^ mice (*n* = 4) and their littermate controls (*n* = 6). The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.000 1)

### Premature aging of SSPCs enhances the apoptotic response and decreases the production of extracellular matrix associated with mechanotransduction

To further explore the potential molecular mechanisms underlying gpSSPC and pSSPC senescence, we obtained gpSSPCs by flow cytometry and performed an assay for targeting accessible chromatin with high-throughput sequencing (ATAC-seq) and RNA sequencing (RNA-seq). 

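RNA-seq and ATAC-seq were analysed for gpSSPCs and for pSSPCs, the Ai9+ CD73+ cells sorted from the growth plate and the Ai9+ Sca1+ cells sorted from the periosteum, with 3 control and 3 *Z24*-deficient (CKO) libraries per cell population and assay. The sample labels give the mice as 20 weeks old. For RNA-seq, 1000 cells per library were amplified with a modified Smart-seq2 protocol, and the authors aligned the reads to mm10 with STAR and counted them per gene with HTSeq after removing duplicates by their molecular identifiers. Their deposited gene counts are not normalized and list 53801 genes by Ensembl identifier. Total counts ranged from 2366909 to 5035209 in control gpSSPCs (median 3196895), from 1838028 to 4047763 in CKO gpSSPCs (median 2596484), from 1333260 to 4970995 in control pSSPCs (median 3040833) and from 1875248 to 5315709 in CKO pSSPCs (median 3264327). The targeted gene, *Zmpste24*, had 11, 48 and 80 counts in control and 2, 21 and 29 counts in CKO gpSSPCs (replicates 1, 2 and 3), and 1, 51 and 84 counts in control and 0, 28 and 41 counts in CKO pSSPCs. In every group, replicates 2 and 3 differed by no more than the sampling noise over genes with 5 to 99 counts in both together, with a chi-square per degree of freedom between 0.805 and 0.972, against 10.2 to 14.2 for the pairs with replicate 1. Over all genes with at least 20 counts it was 1.59 to 1.92, above sampling noise, against 53.2 to 71.4. Replicates 2 and 3 were summed and counted as 1 sample, a choice made after this comparison, which leaves 2 control and 2 CKO samples per population. Expression is given as CPM normalized by edgeR's TMM method, as mean ± SD over these samples (n = 2), and was tested with edgeR's quasi-likelihood test on the genes kept by its filterByExpr function, with Benjamini-Hochberg adjustment. Because same-numbered samples of both genotypes deviated together, each test was also run with the replicate number as a block, and values from that fit are named as such. That fit leaves 1 residual degree of freedom in each population. Its p-values therefore rest mainly on the spread that edgeR shares across genes, not on each gene's own spread over 2 pairs.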

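ATAC-seq measures open chromatin by the insertion of a transposase. The authors trimmed and aligned the reads with Bowtie2, removed duplicates with Sambamba and called peaks in each library with MACS2 2.2.7.1 at a q-value of 0.05. The deposited peak lists, 1 per library, give each peak's position on mm10 with its pileup, fold enrichment and −log10 q-value, all as computed by the authors within that library. Lists of read counts per peak were not analysed here, so the study's DESeq2 test of accessibility was not repeated, and libraries were compared by the presence of peaks. After MACS2's own duplicate filter, control gpSSPC libraries had 18009251 to 40668538 tags (median 19271923), CKO gpSSPC libraries 12941435 to 39801835 (median 15154444), control pSSPC libraries 12250713 to 26371117 (median 13932350) and CKO pSSPC libraries 15115534 to 46756821 (median 17894469). The number of peaks was 93224 ± 5230 in control and 76639 ± 7572 in CKO gpSSPCs, and 67483 ± 10818 in control and 86008 ± 14714 in CKO pSSPCs (SD, n = 3). To compare lists of unequal length, regions were counted after keeping in each library of a population its top peaks by −log10 q-value, 68916 in gpSSPCs and 59186 in pSSPCs, the length of the shortest list.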

The accessibility of chromatin regions flanking the transcriptional start sites (TSSs) was significantly lower, suggesting decreased transcriptional activity (Fig. 6a, Fig. S4a). 

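The annotation of mm10 used here has 21938 TSSs of protein-coding genes. In gpSSPCs, a peak lay within 2 kb of 65.2% ± 0.247 of them in control libraries and of 62.8% ± 0.545 in CKO libraries (SD, n = 3 each), a difference of −2.42 percentage points. All 3 control libraries were above all 3 CKO libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). In pSSPCs, the share was 60.2% ± 1.27 in control and 62.9% ± 1.91 in CKO libraries, a difference of 2.69 points with overlapping libraries (exact permutation test, p = 0.2). The length of the peak lists moved these differences most. With all lists of a population at one length, the shares were 62.0% ± 0.276 and 61.7% ± 0.516 in gpSSPCs (a difference of −0.345 points, exact p = 0.5) and 59.0% ± 0.451 and 59.3% ± 0.459 in pSSPCs (0.356 points, exact p = 0.4). CKO was still lower in 3 of 3 same-numbered pairs of gpSSPCs (61.7% and 61.1%, 62.1% and 61.8%, 62.3% and 62.1% in control and CKO) and higher in 3 of 3 pairs of pSSPCs (58.8% and 58.9%, 59.5% and 59.8%, 58.6% and 59.3%). An exact sign-flip test of the pairs, added after the data had been seen, gave p = 0.25 in each population, the smallest p that 3 pairs allow. Within 500 bp of the TSS, the differences were −2.03 points in gpSSPCs and 2.52 points in pSSPCs. The presence of a peak does not measure the height of the signal that the paper plots in Fig. 6a and Fig. S4a, and from that signal the paper proposes that transcriptional activity is decreased.

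**Figure D3:**
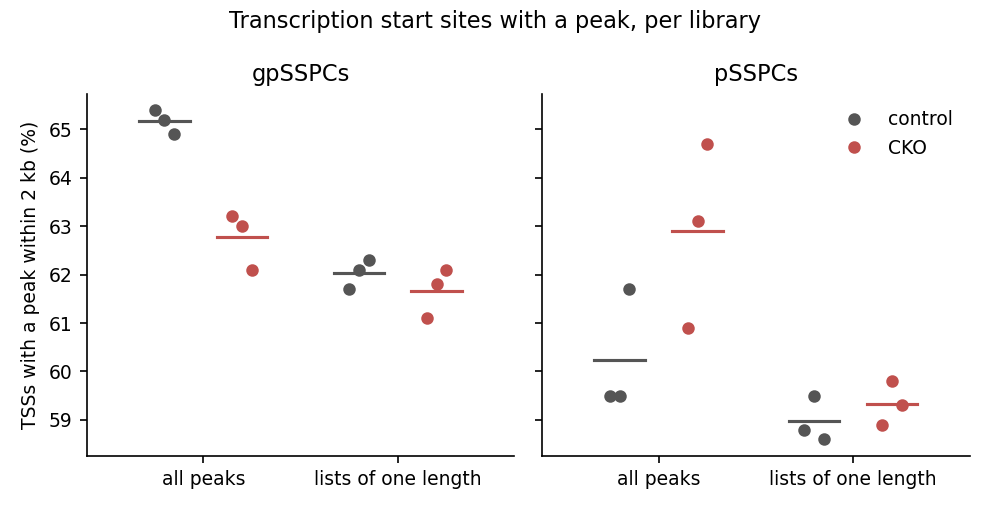
Share of the 21938 TSSs with a peak within 2 kb (vertical axis, %) per ATAC-seq library, with 1 point per library and a line at the mean of the 3 libraries of a group, for the full peak lists and for lists of one length. With the full lists the gpSSPC groups are at 65.2% and 62.8% and the pSSPC groups at 60.2% and 62.9%, and with one length at 62.0%, 61.7%, 59.0% and 59.3%.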

Gene Ontology (GO)/KEGG analysis revealed an enrichment of upregulated genes related to apoptotic signaling, chronic inflammation and p53-mediated DNA damage response (Fig. 6b, Fig. S4b). 

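In gpSSPCs, 0 of the 12041 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 57 had an unadjusted p under 0.05. All 57 also passed the study's thresholds (unadjusted p under 0.05 and a log2 fold change beyond 0.25), 37 of them higher and 20 lower in CKO. In pSSPCs, 0 of 11878 genes had an adjusted p under 0.05, and 31 higher and 111 lower genes passed the study's thresholds (142 with an unadjusted p under 0.05). Among the alternatives set beforehand, which were run on the summed samples, the replicate number as a block moved these counts most. With it, 5 higher and 7 lower genes had an adjusted p under 0.05 in gpSSPCs and 12 higher and 26 lower genes in pSSPCs. The study's thresholds were then passed by 255 and 208 genes in gpSSPCs and 245 and 376 genes in pSSPCs. Some pSSPC calls went opposite ways in the 2 pairs. These were *Usp49* (−6.8 and 0.31), *Lipa* (−5.77 and 0.29), *Prrx2* (−4.65 and 0.88) and *Ifi27l2a* (0.17 and −2.21), while the other calls kept one direction. With each library counted as a sample, the block called 0 genes in gpSSPCs and 5 in pSSPCs. Of 26 p53 target genes tested in gpSSPCs, 19 were higher in CKO, with a median log2 fold change of 0.19, and of 27 in pSSPCs, 19 were higher, with a median of 0.15. The list was called higher in both populations by limma's camera with a preset correlation of 0.01 (adjusted p = 0.0133 and 0.0105, over 9 gene sets each). A list of interferon response genes, taken as a measure of inflammation, was higher in 22 of 28 genes in gpSSPCs (median 0.29, adjusted p = 0.00685) and in 21 of 29 genes in pSSPCs (median 0.71, adjusted p = 0.000134), again by limma's camera. None of the camera calls, for these or the other sets, held under limma's rotation test fry (smallest adjusted p = 0.0641 in gpSSPCs and 0.122 in pSSPCs) or with the correlation estimated from the samples (0.137 and 0.511).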

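The Reactome set Apoptosis, mapped to mouse genes, had 122 genes tested in gpSSPCs. Of these, 76 were higher in *Z24*-deficient cells, with a median log2 fold change of 0.08, and limma's camera called the set higher (adjusted p = 0.0224). The median was 0.00 in the pair of replicate 1 and 0.12 in the pair of replicates 2 and 3. Without the proteasome subunits, which the set includes, 41 of the remaining 78 genes were higher (median 0.03) and limma's camera did not call the set (adjusted p = 0.312). Leaving out single libraries gave the full set an adjusted p from 0.0261 to 0.0868 in that test, above 0.05 without CKO replicate 2 (0.0522) or CKO replicate 3 (0.0868). In pSSPCs, 61 of 123 genes of the set were higher (median 0.00), and the set was not called (adjusted p = 0.263, limma's camera). The pathway of the pSSPC plot in Fig. S4c, apoptosis through Cdkn1a and p53, was not tested as a set of its own.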

Gene set enrichment analysis (GSEA) revealed that *Z24*-deficient gpSSPCs and pSSPCs were enriched in genes related to apoptosis (Fig. 6c, Fig. S4c). By integrating analysis of the ATAC-seq and RNA-seq data, we found 79 and 416 upregulated genes with differentially opened chromatin regions, respectively (Fig. 6f, Fig. S4f). 

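Regions open in one genotype only were counted as those with a peak in all 3 libraries of that genotype and in none of the other, with lists of one length. There were 258 such regions for CKO and 569 for control in gpSSPCs, and 1842 for CKO and 803 for control in pSSPCs. The length of the lists changed these counts in both populations. The full lists gave 60 regions for CKO and 1786 for control in gpSSPCs, and 3289 for CKO and 138 for control in pSSPCs. Without CKO replicate 3, gpSSPCs had 1156 regions for CKO and 876 for control, the only one of the 6 libraries whose omission changed which genotype had more. Each region was assigned to its nearest gene, and these genes were compared with the genes that the study lists as upregulated (Table S3), over the genes tested by RNA-seq that lay nearest to any region. In pSSPCs, 95 of 623 upregulated genes were nearest to a region open in CKO only, compared with 62.5 expected by chance (Fisher's exact test, adjusted p = 0.000392 over 16 tests), and with the full lists 130 compared with 98.5 (adjusted p = 0.00293). In gpSSPCs, 4 of 378 upregulated genes were, compared with 6.64 expected (adjusted p = 0.482, Fisher's exact test). With the full lists these were 4 genes compared with 1.52 expected (adjusted p = 0.191, Fisher's exact test). The study chose its genes on the same RNA samples, and this comparison was added after the data had been seen.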

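Expression and nearby peaks were examined for the upregulated genes that the paper shows, *Il7*, *Cxcl9* and *Cdkn1a* in gpSSPCs and *Gbp6*, *Snai2* and *Cdkn1a* in pSSPCs. *Il7* (ENSMUSG00000040329, mm10 chromosome 3, 7569994 to 7613760) had 4.35 ± 1.53 CPM in control and 18.2 ± 0.657 CPM in CKO gpSSPCs (SD, n = 2), a log2 fold change of 2.05 (standard error 0.98, adjusted p = 1 from edgeR's quasi-likelihood test), with 2.30 and 1.71 in the 2 pairs of samples. *Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had 26.5 ± 25.4 and 87.0 ± 117 CPM in gpSSPCs and opposite signs in the pairs, −0.89 in replicate 1 and 1.92 in replicates 2 and 3. *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) had 972 ± 319 and 1200 ± 57.9 CPM in gpSSPCs (log2 fold change 0.29, with −0.05 and 0.73 in the pairs) and 898 ± 148 and 1360 ± 232 CPM in pSSPCs (0.56, with 0.26 and 0.94). *Gbp6* (ENSMUSG00000104713, chromosome 5, 105270702 to 105293698) had no counts in replicate 1 of either genotype, and 4.19 CPM in control and 28.3 CPM in CKO replicates 2 and 3 of pSSPCs. It belongs to a family of similar genes between which reads could have been split. *Snai2* (ENSMUSG00000022676, chromosome 16, 14705852 to 14709385) had 32.1 ± 0.941 and 55.3 ± 2.61 CPM in pSSPCs (0.76, with 0.86 and 0.70 in the pairs). None of these genes had an adjusted p under 0.05 (all 1), with the replicate block either (0.591 for *Cdkn1a* in pSSPCs, 1 for the others). In the gene and the 10 kb on either side, summed over 3 libraries, control and CKO gpSSPCs had 6 and 7 peaks at *Il7*, 3 and 4 at *Cxcl9* and 11 and 10 at *Cdkn1a*, and pSSPCs 3 and 4 at *Gbp6*, 3 and 4 at *Snai2* and 6 and 12 at *Cdkn1a*. Only the last differed in every library, with 1 to 3 peaks in control and 4 in each CKO library, in a population where the CKO libraries had more peaks in total. Other genes had more peaks in CKO pSSPCs too, with 10 in control and 29 in CKO at *Fn1*, 5 and 9 at *Lum* and 6 and 16 at *Rgcc*.

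**Figure D4:**
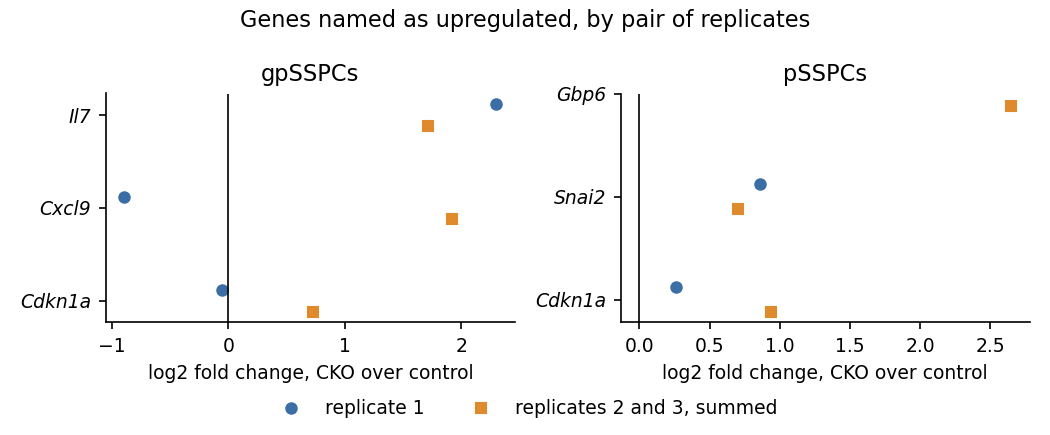
Log2 fold change of CKO over control (horizontal axis) of the upregulated genes in gpSSPCs and pSSPCs, with a circle for the pair of replicate 1 and a square for the pair of replicates 2 and 3, summed. The circles of *Cxcl9* and *Cdkn1a* in gpSSPCs lie below 0, at −0.89 and −0.05, and *Gbp6* has no circle because replicate 1 had no counts.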

As expected, the chromatin regions of upregulated genes (gpSSPCs: *IL7*, *Cxcl9* and *Cdkn1a*; pSSPCs: *Gbp6*, *Snai2* and *Cdkn1a*) displayed higher accessibility (Fig. 6g, Fig. S4g).

**Fig. 6:**
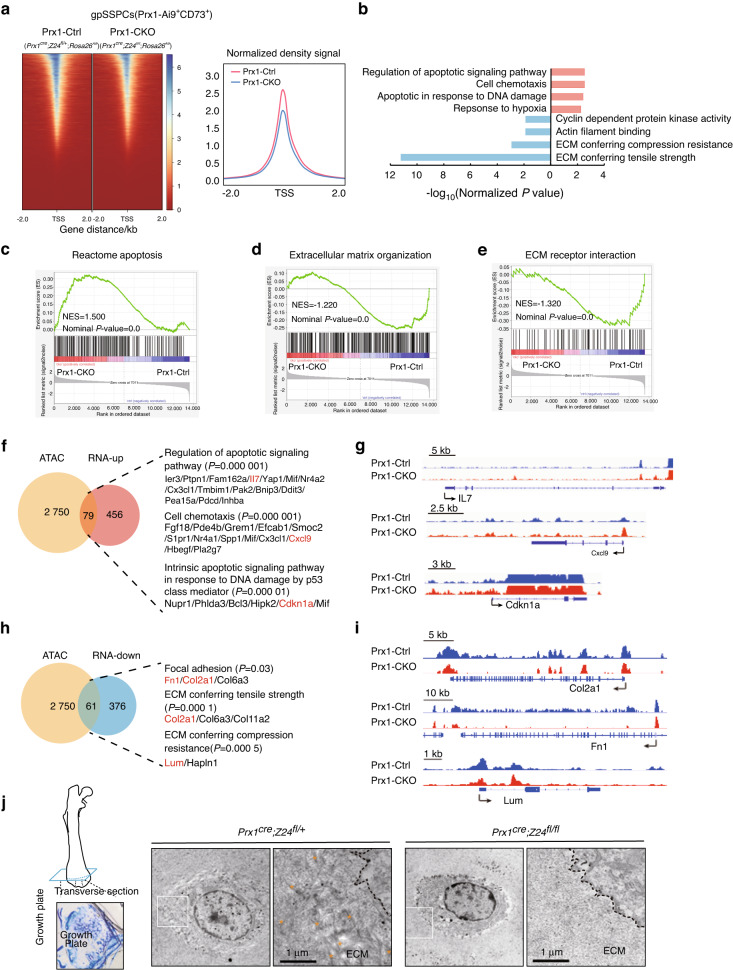
Apoptosis pathway and extracellular matrix degradation in prematurely aged gpSSPCs. **a** Normalized ATAC-seq signal intensity around the transcription start site (TSS). *n* = 3 per group. Right histograms show genome-wide chromatin accessibility at the TSS. **b** GO terms enriched for significantly different genes identified by RNA-seq. Selected GO terms with significant *P* values are shown. GSEA of the expression of Reactome apoptosis signatures (**c**), extracellular matrix organization (**d**) and ECM receptor interaction (**e**) in gpSSPCs. *n* = 3 per group. Venn diagram (**f**) showing the overlap of genes with open chromatin in close proximity and transcripts and selected ATAC-seq signal tracks (**g**) that are differentially upregulated in gpSSPCs. The number of genes near peaks that are accessible and significantly differentially expressed genes is shown. Venn diagram (**h**) showing the overlap of genes with open chromatin in close proximity and transcripts and selected ATAC-seq signal tracks (**i**) that are differentially downregulated in gpSSPCs. The number of genes near peaks that are accessible and significantly differentially expressed genes is shown. **j** TEM images of the epiphyseal plate. Left: TEM methodology. Consecutive thin transversal sections of the epiphyseal plate analyzed by toluidine blue. Scale bars, 1 μm

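With the replicate number as a block, 7 genes were lower in CKO gpSSPCs at an adjusted p under 0.05, and 6 of them encode cartilage matrix proteins. These are *Col2a1*, *Col9a1*, *Col9a3*, *Col10a1*, *Col11a2* and *Matn3*, with log2 fold changes between −0.96 and −1.68 in this fit (adjusted p from 0.000526 to 0.0433, edgeR's quasi-likelihood test). The last gene is *R3hdml* (−2.47, adjusted p = 0.000212 from edgeR). All except *Col2a1* were picked here after their values had been seen, and none was called by edgeR without the block (adjusted p = 1 for each). Each of the 7 genes was lower in both pairs of samples. *Col10a1* fell from 988 to 236 CPM in replicate 1 and from 657 to 265 CPM in replicates 2 and 3.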

GO/KEGG pathway analyses revealed that downregulated genes were related to ECM-associated proteins (Fig. 6b, Fig. S4b). GSEA showed a downregulation of genes related to ECM organization and ECM receptor interaction in *Z24*-deficient gpSSPCs, downregulation of invasion inhibited by ascites and upregulation of the uterine fibroid signature in *Z24*-deficient pSSPCs (Fig. 6d, e, Fig. S4d, e). 

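The Reactome set Extracellular matrix organization had 175 genes tested in gpSSPCs, of which 78 were higher in CKO, with a median log2 fold change of −0.06, and limma's camera called the set lower (adjusted p = 0.0224). The median was 0.00 in the pair of replicate 1 and −0.15 in the pair of replicates 2 and 3. Without single libraries camera's adjusted p was between 0.0245 and 0.0868, the latter without CKO replicate 3. Of the 57 genes of the set Integrin cell surface interactions, which stands here for the interaction with ECM receptors, 21 were higher (median −0.14; −0.11 and −0.20 in the pairs), and the set was called lower with an adjusted p of 0.00304 in the same test. The paper's own sets from the MSigDB collection, including the 2 named for pSSPCs, were not used here.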

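Genes listed by the study as downregulated (Table S3) were set against the regions open in one genotype only, as for the upregulated genes. In gpSSPCs, 20 of 310 downregulated genes were nearest to a region open in control only, compared with 11.2 expected by chance (Fisher's exact test, adjusted p = 0.0484), and in pSSPCs 60 of 825, compared with 38.1 expected (adjusted p = 0.00286). Neither held with the full peak lists, where gpSSPCs had 40 genes compared with 30.5 expected and pSSPCs 12 compared with 7.43 (adjusted p = 0.191 for both, Fisher's exact test). The number of downregulated genes nearest to regions open in CKO only was not called different from that expected, with 8 compared with 5.45 in gpSSPCs (adjusted p = 0.387) and 71 compared with 82.8 in pSSPCs (adjusted p = 0.328, Fisher's exact test).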

Integrated analysis revealed 61 and 551 downregulated genes with differentially opened chromatin regions in *Z24*-deficient gpSSPCs and pSSPCs, respectively (Fig. 6h, Fig. S4h). As expected, the chromatin regions of downregulated genes (gpSSPCs: *Col2a1*, *Fn1* and *Lum*; pSSPCs: *Col5a1*, *Itga2*, *Itga11* and *Aspn*) exhibited lower accessibility in *Z24*-deficient cells (Fig. 6i, Fig. S4i). Furthermore, transmission electron microscopy (TEM) images showed that *Z24*-deficient gpSSPCs and pSSPCs were embedded in disordered ECM structures (Fig. 6j, Fig. S4j). 

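*Col2a1* (ENSMUSG00000022483, mm10 chromosome 15, 97975602 to 98004695) had 19600 ± 6330 CPM in control and 8600 ± 3430 CPM in CKO gpSSPCs (SD, n = 2), a log2 fold change of −1.19 (standard error 0.58, adjusted p = 1 from edgeR's quasi-likelihood test). It was lower in both pairs (−1.13 and −1.29), and with the replicate block its adjusted p was 0.00169. *Fn1* (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) had 3360 ± 383 and 2580 ± 165 CPM (log2 fold change −0.38, with −0.56 and −0.20 in the pairs), and *Lum* (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703) 1380 ± 599 and 1120 ± 472 CPM (−0.30, with −0.28 and −0.31), both with an adjusted p of 1 with and without the block. In pSSPCs, *Col5a1* (ENSMUSG00000026837, chromosome 2, 27886425 to 28039514) had 261 ± 76.5 and 140 ± 26.0 CPM (−0.95, with −1.37 and −0.38 in the pairs). *Itga11* (ENSMUSG00000032243, chromosome 9, 62677826 to 62783982) had 77.5 ± 14.1 and 41.8 ± 8.08 CPM (−0.92), and *Aspn* (ENSMUSG00000021388, chromosome 13, 49544443 to 49567565) 1050 ± 390 and 715 ± 361 CPM (−0.59). These 3 genes had an adjusted p of 1, and of 0.590 or more with the block. *Itga2* (ENSMUSG00000015533, chromosome 13, 114833081 to 114932100) had no counts in replicate 1 of either genotype and was not tested, and in replicates 2 and 3 it fell from 28.0 to 1.93 CPM. In the genes and the 10 kb on either side, control and CKO gpSSPCs had 28 and 25 peaks at *Col2a1*, 34 and 26 at *Fn1* and 9 and 4 at *Lum*, summed over 3 libraries each. The ranges of single libraries overlapped in all 3 genes, and the CKO gpSSPC libraries had fewer peaks in total (a mean of 76639, compared with 93224 in control). In pSSPCs, the sums were 56 and 61 peaks at *Col5a1*, 30 and 34 at *Itga2*, 38 and 51 at *Itga11* and 20 and 21 at *Aspn*, in a population where the CKO libraries had more peaks in total.

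**Figure D5:**
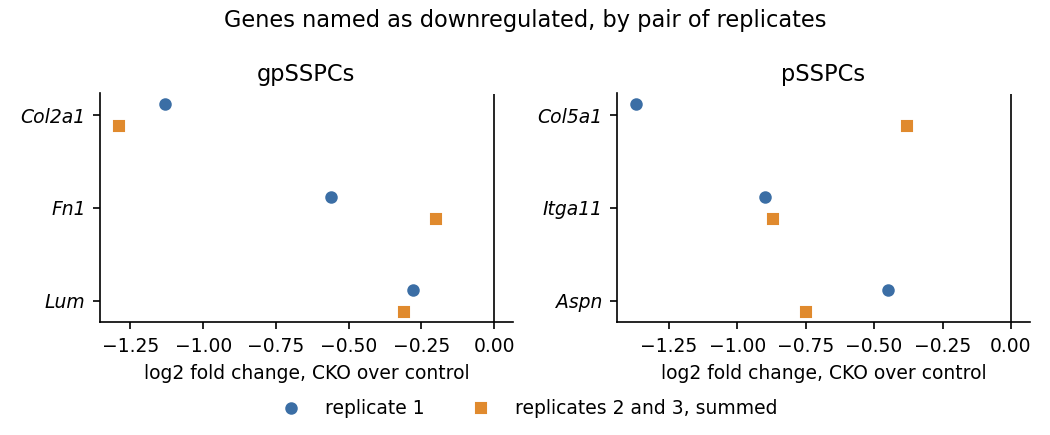
Log2 fold change of CKO over control (horizontal axis) of downregulated genes in gpSSPCs and pSSPCs, with a circle for the pair of replicate 1 and a square for the pair of replicates 2 and 3, summed. All points lie below 0, from −0.20 for *Fn1* to −1.29 for *Col2a1* in gpSSPCs and from −0.38 to −1.37 for *Col5a1* in pSSPCs, and *Itga2* is not drawn.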

Given that ECM provides physical scaffolds and essential biomechanical cues for cell migration, differentiation, and homeostasis, changes in ECM structures may promote the degeneration of *Z24*-deficient gpSSPCs and pSSPCs.

Furthermore, we aimed to determine whether there is any difference between differentially expressed genes (DEGs) in gpSSPCs and pSSPCs, and we found 28 genes (such as *Cdkn1a*, *Bcl3*, and *Cxcl9*) with increased expression and 23 genes (such as *Nrde2*, *Tnn*, and *Lrp4*) with decreased expression in both pSSPCs and gpSSPCs; these results suggested that the deletion of *Z24* played a similar role in these two SSPC populations. Moreover, transcriptome sequencing analysis revealed that the expression of additional genes was changed only in gpSSPCs (upregulated: *Serpina1a/b/c/d/e*, *Apoe*, and *Wif1*; downregulated: *Anxa9*, *Nadsun1*, and *Cavin4*) or pSSPCs (upregulated: *Slpi*, *Prg4*, and *Rgcc*; downregulated: *Inmt*, *Myoc*, and *Slurp1*); these results suggested the specificity of the effects of Z24 on different cell subsets (Table S3).

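Of the 11172 genes tested in both populations, 0 passed the study's thresholds as higher in both and 0 as lower in both, while 1 passed them in opposite directions. From the numbers of these genes that passed in each population, 0.616 shared genes would be expected by chance. With the replicate block, 8 genes were higher in both, 5 lower in both and 20 opposite, compared with 20.2 shared genes expected. Across genes, which are not independent replicates, the log2 fold changes of gpSSPCs and pSSPCs had a Spearman correlation of 0.021. The genes that the paper names had these log2 fold changes, in gpSSPCs and then in pSSPCs. *Bcl3* (chromosome 7, 19808462 to 19822770) had 1.44 and 1.08, and *Cxcl9* 1.71 (standard error 1.34) and 1.10 (1.01). *Nrde2* (chromosome 12, 100125452 to 100159653) had −2.04 and −1.64, *Tnn* (chromosome 1, 160085029 to 160153580) −1.56 and −2.39, and *Lrp4* (chromosome 2, 91457511 to 91513779) −0.82 and −1.25. Except for *Cxcl9* in gpSSPCs, these genes changed in the same direction in both pairs of both populations, but none had an adjusted p under 0.05, with or without the block. Of the 20 genes that the paper names for gpSSPCs, 19 could be tested and all 19 changed in the direction the paper states, 2 of them with an unadjusted p under 0.05, as did all 17 tested of 18 for pSSPCs, 4 with an unadjusted p under 0.05. Adjusted over the list alone, 0 genes had a p under 0.05 in either population, and with the replicate block 13 and 8 did, compared with 5 and 6 adjusted over all genes. The study chose these genes on the same samples, so the list is not independent evidence. From the genes it found changed in both populations, the paper proposes that the loss of *Z24* acts similarly in them.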

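In gpSSPCs, the log2 fold changes of *Serpina1a* to *Serpina1e* were 1.35, 0.72, 2.07, 1.77 and 2.16. With the replicate block, *Serpina1a*, *Serpina1c*, *Serpina1d* and *Serpina1e* had an adjusted p under 0.05 (from 4.95e-05 to 0.0446, edgeR's quasi-likelihood test) and *Serpina1b* had 1. These genes lie side by side on chromosome 12 (mm10, 103728156 to 103958975) and are near-identical copies, and *Serpina1d* lies within the annotated span of *Serpina1b*, so their counts are uncertain one by one. *Apoe* (0.93) and *Wif1* (0.98) were higher in both pairs, with an adjusted p of 0.0630 and 0.115 under the block. Few reads were counted for the genes named as lower, of which *Nadsyn1* and *Cavin4* were tested and not called (adjusted p = 1 in edgeR's test) and *Anxa9* was too low to be tested. *Anxa9* had 51 counts over the 3 control libraries and 1 over the CKO libraries (a ratio of 0.0245 per total count, exact 95% interval 0.000609 to 0.143), *Nadsyn1* 33 and 1 (0.0379, 0.000931 to 0.226) and *Cavin4* 54 and 3 (0.0694, 0.0139 to 0.214). These intervals cover counting error only and not the spread between libraries. Single libraries were left out after the counts had been seen. Of the *Anxa9* counts, 35 came from control replicate 1, and without it the ratio was 0.0607 (0.00145 to 0.39). Without CKO replicate 1, which held the only CKO count of *Anxa9* and of *Nadsyn1*, both had 0 counts in CKO (ratio of at most 0.12 and 0.189), and without CKO replicate 3 the ratios were 0.0469 (*Anxa9*), 0.0724 (*Nadsyn1*) and 0.0443 (*Cavin4*). In pSSPCs, *Rgcc* (chromosome 14, 79288756 to 79301645) had 908 ± 58.9 CPM in control and 2480 ± 171 CPM in CKO (SD, n = 2; log2 fold change 1.42, standard error 0.44), and *Prg4* (chromosome 1, 150449412 to 150466165) 5640 ± 4890 and 18500 ± 15800 CPM (1.71, standard error 0.74). *Slpi* had a log2 fold change of 2.83, *Inmt* −1.98, *Myoc* −1.30 and *Slurp1* −2.08. These 6 genes changed in the same direction in both pairs and had an adjusted p of 1 in edgeR's test. With the replicate block they were called, with an adjusted p between 7.1e-72 (*Prg4*) and 0.0424 (*Slpi*) in that test. With 1 residual degree of freedom, p-values this small rest on the spread shared across genes. They do not measure how much the gene itself varies between samples. Whether an effect differs between the populations was tested as an interaction, which gave 0 of 13173 genes with an adjusted p under 0.05 (125 with an unadjusted p under 0.05). With the block it gave 7 genes, *Prg4*, *Serpina1a* and *Serpina1d* among them. From its lists of changed genes (Table S3), the paper proposes that *Z24* acts in part specifically on single cell subsets.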

### Mechanical stimulation promotes SSPC numbers and alleviates bone loss

Based on the bioinformatics analysis that suggested a link between aging due to Z24 deletion and biomechanics, we next verified whether biomechanical stimulation could reverse this phenotype in premature aging model mice. First, 8-week-old C57BL/6J mice were subjected to medium-intensity treadmill running for 5 weeks to investigate the changes in SSPCs (Fig. S5a, Table S1). MicroCT analysis confirmed that treadmill exercise increased bone density, especially trabecular bone mass (Fig. S5b–g). Histological analysis was conducted on sections of femurs to examine SSPC responses to mechanical signals. Immunostaining of the growth plate showed a significant increase in the number of CD73^+^ cells (gpSSPCs) after 5 weeks of treadmill running (Fig. S5h).

To better understand the relationship between prematurely aged gpSSPCs and bones subjected to exercise, we performed RNA sequencing of bones after 5 week of exercise and compared their differentially expressed genes. We found that 64 genes were overrepresented in prematurely aged gpSSPCs and decreased in bones subjected to exercise, and 22 genes showed the opposite trend, especially *p21*/*Cdkn1a* (Fig. S6a–d). The apoptotic signaling pathway in response to DNA damage was among the GO terms enriched for these 64 genes (Fig. S6e), indicating that the apoptosis induced by the Prelamin A-induced decreased mechanosensation might be reversed by physical exercise.

Then, we used stretch stimulation to examine the effects of mechanical stimuli on prematurely aged cells (Fig. 7a). According to senescence marker (*p16*/*Cdkn2a* and *p21*/*Cdkn1a*) expression, cell senescence in *Z24*-deficient bone marrow stromal cells was attenuated by stretching, as shown by the transcriptional level (Fig. 7b, c). Furthermore, extracellular matrix proteins, such as *Col2a1*, were enhanced after stretching (Fig. 7d). We collected RNA from bone tissues of exercised mice, and the results were consistent with our in vitro results (Fig. S7a–c). Staining for the apoptosis marker cleaved Caspase-3 showed a sharp decrease in apoptotic cell numbers in the *Z24*-deficient growth plate after running compared to those in the *Z24*-deficient growth plate of sedentary mice (Fig. S7d). These results suggested that mechanical stimuli could be used to reverse the apoptosis response and cell senescence in prematurely aged cells. Therefore, we subjected *Z24*-deficient mice to treadmill running for 10 weeks (Fig. 7e, Table S2).

**Fig. 7:**
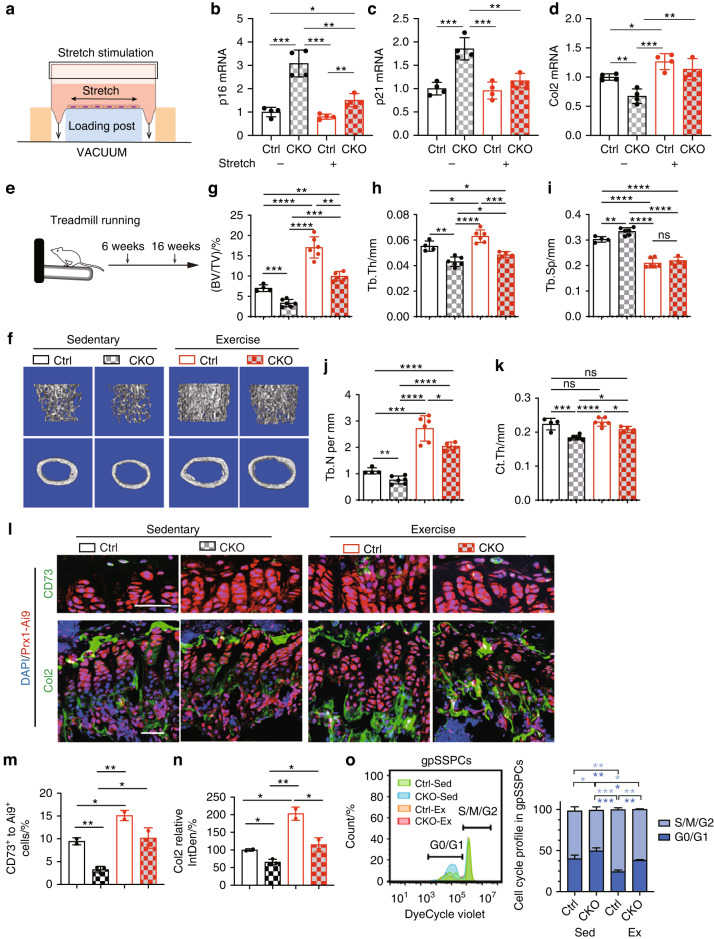
Mechanical stimuli promote SSPC numbers. **a** Schematic showing the stretch stimulation system. **b–d** Gene expression of *p16/Cdkn2a*, *p21/Cdkn1a* and *Col2a1* in bone marrow stromal cells of *Prx1*^*Cre*^*; Z24*^*fl/fl*^ (CKO) and *Z24*^*fl/fl*^ (Ctrl) mice stimulated at 3% intensity and 0.5 Hz for 4 h with the Flexcell-5000C^TM^ Tension System. **e** Schematic showing the treadmill experimental strategy. **f** Representative microCT images of femurs. Quantitative analyses of trabecular bone volume/total volume (BV/TV) (**g**), trabecular thickness (Tb.Th) (**h**), trabecular spacing (Tb.Sp) (**i**), trabecular number (Tb.N) (**j**) and cortical thickness (Ct.Th) (**k**) in the femurs. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.000 1). **l** Fluorescence images of CD73 and Col2 in the growth plate from 16-week-old WT and CKO mice that exercised for 10 weeks. Sedentary littermates were used as controls. Scale bar, 50 μm. **m** Proportion of CD73^+^ cells to *Prx1*^*Cre*^*; Rosa26*^*Ai9*^ cells in tissue sections (*n* = 2). **n** Quantification of the fluorescence intensity of Col2 in tissue sections using ImageJ software, IntDen: integrated density (*n* = 2). **o** Flow cytometry of the gpSSPC cell cycle after running (*n* = 3). The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.000 1)

MicroCT analysis showed an increase in bone mass in CKO mice after exercise, as bone volume/tissue volume and trabecular numbers were significantly increased after 10 weeks of running compared with sedentary WT mice (Fig. 7f, g, i, j). Compared with sedentary CKO mice, trabecular thickness and cortical thickness were increased after running (Fig. 7h, k). Consistent with 5 weeks treadmill running, immunostaining of the growth plate showed a significant increase in the number of CD73^+^ cells and extracellular matrix production, such as *Col2a1*, in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice (Fig. 7l–n). Cell cycle analysis of gpSSPCs (*Prx1-Ai9*^*+*^ CD73^+^) by flow cytometry showed that G0/G1 phase arrest in sedentary CKO mice was reversed by exercise (Fig. 7o). These data suggested that running increased SSPC numbers, reversed cell apoptosis/cell cycle arrest and increased ECM production in prematurely aged mice.

Taken together, our work is the first to establish animal models of premature aging specifically in skeletal stem cells. Combined with single-cell sequencing, we demonstrated the effect of reduced gpSSPC and pSSPC numbers on bone loss in the premature aging model. The effects of cellular senescence on apoptosis, proliferation, extracellular matrix production and biomechanical stimulation were elucidated in depth using ATAC sequencing and RNA sequencing. We also demonstrated that exercise could increase the number of SSPCs to alleviate bone loss (Fig. 8). This will provide new insights into the understanding of osteoporosis and provide evidence for the development of stem cell therapy for osteoporosis and training programs for osteoporosis relief.

**Fig. 8:**
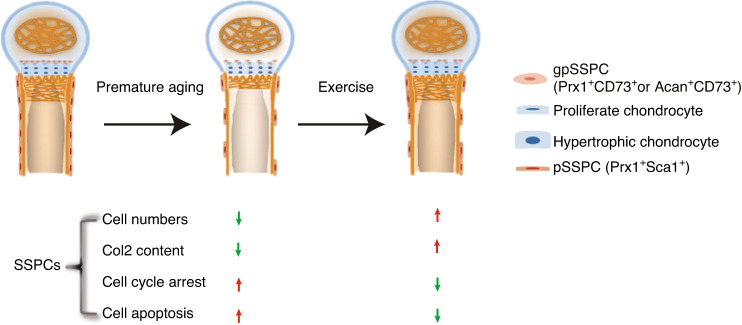
Schematic representation of key finding. Schematic showing key findings. Mechanical stimuli increase SSPC numbers and ECM (Col2) content and prevent cell cycle arrest and cell apoptosis in prematurely aged mice

## Discussion

Taking advantage of the *Cre*/*LoxP* system and mouse models of premature aging, we generated a model of conditional premature aging specifically in skeletal cells. By scRNA-seq, we showed that the numbers of pSSPCs and gpSSPCs, which were enriched among *Prx1*-*Cre*-derived cells compared to *Osx*-*Cre*-derived cells, were decreased in premature and naturally aging mice, supporting the hypothesis that the decline in these two populations is responsible for age-related bone loss. 

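Together, chondrocyte-like and PMSC-like cells made up 29.3% (95% binomial confidence interval 26.4 to 32.2) of the *Prx1* Cre-derived and 10.7% (8.6 to 13.1) of the *Osx* Cre-derived cells at 8 weeks. At 16 weeks they made up 6.15% (5.14 to 7.29) of the control and 2.15% (1.6 to 2.83) of the CKO cells. The naturally aged mice were not analysed here. The paper reasons that both populations were enriched among *Prx1* Cre-derived cells and fell with aging, and it puts forward the hypothesis that their decline is responsible for the bone loss of aging.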

Considering a remodeling unit between osteoblasts and osteoclasts, changes in the number of osteoblasts could affect osteoclastogenesis. However, we found that osteoclast function was indistinguishable at 8 weeks of age; however, by 16 weeks, osteoclast function was slightly reduced in *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mice when their bone mass was significantly decreased (Fig. S2h, i). Later, the function of osteoclasts began to be gradually suppressed by the effects of osteoblasts. In addition, we found that cell chemotaxis and response to INFγ pathways were upregulated (Fig. 6f and Fig. S4f) according to the transcriptome analysis, and these effects also enhanced osteoclast function. These positive and negative effects on osteoclasts may have resulted in indistinguishable changes in function in the *Prx1*^*Cre*^*;Z24*^*fl/fl*^ mouse model.

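In the RNA-seq data of gpSSPCs, 37 of the 52 tested genes of the Reactome set Interferon gamma signaling were higher in CKO, with a median log2 fold change of 0.20 (0.24 in the pair of replicate 1 and 0.11 in the pair of replicates 2 and 3), and limma's camera gave an adjusted p of 0.0224. With the replicate block the adjusted p was 0.0568, and with single libraries left out it was between 0.00985 and 0.134, above 0.05 without CKO replicate 2 (0.079) or CKO replicate 3 (0.134). In pSSPCs, 29 of 52 genes of the set were higher (median 0.22), with an adjusted p of 0.187 in the same test. No set for chemotaxis was tested.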

Recently, Ambrosi et al. identified osteochondral and perivascular skeletal stem cells (ocSSCs and pvSSCs) according to their differentiation potential and proved that aged SSCs decreased bone and cartilage formation and increased stroma production.^29,30^ According to cell regional specialization, our study further investigated the cellular and molecular mechanisms of SSPCs using a genetic conditional premature mouse model. In terms of’the top differentially expressed genes in ocSSCs and pvSSCs, gpSSPCs (*Prx1-Ai9*^*+*^ CD73^+^) are more similar to ocSSCs, while pSSPCs (*Prx1-Ai9*^*+*^ Sca1^+^) seem to be more similar to pvSSCs (CD45^−^CD31^−^Sca1^+^CD24^+^), which have multilineage potential to give rise to adipogenic progenitor cells and osteochondrogenic progenitor cells (Fig. S3c).^30,31^ In addition, Prx1^+^Sca1^+^ cells have been considered a more primitive osteogenic population.^25,32^ In accordance with Cabahug-Zuckerman et al., our IF and flow cytometric analyses revealed that pSSPC numbers decreased in naturally and prematurely aged mice, which suggested that pvSSCs in the periosteum differed from pvSSCs in bone marrow after aging.^25,30^ We aimed to identify membrane proteins for fluorescence-activated cell sorting (FACS) to establish SSPC characteristics. 

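Genes detected in at least 10% of the cells of a class were ranked by the ratio of their CPM in the class to that in the cells of the other 4 classes, with 10 CPM added to each, over all genes and not membrane proteins alone. *Ly6a* ranked at 5 among 1778 genes in PMSC-like cells at 8 weeks (1380 and 10.9 CPM) and at 4 among 2860 genes at 16 weeks (1650 and 10.0 CPM). *Nt5e* ranked at 189 among 3232 genes in chondrocyte-like cells at 8 weeks (111 and 19.9 CPM) and at 432 among 3906 genes at 16 weeks (64.5 and 20.3 CPM).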

In our scRNA sequencing profile, Sca1 and CD73 were the top-ranked membrane protein markers of PMSC and chondrocyte clusters, respectively. In addition, we used the genetic model *Acan*^*CreER*^, which is also a highly ranked marker of chondrocyte clusters, to assess CD73^+^ chondrocyte-like cell (gpSSPC) function in vivo.

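In gpSSPCs, 78 of the 175 tested genes of the Reactome set Extracellular matrix organization were higher in CKO (median log2 fold change −0.06), and limma's camera called the set lower (adjusted p = 0.0224). In pSSPCs, 90 of the 174 tested genes of this set were higher (median 0.05), and limma's camera did not call the set (adjusted p = 0.516). The same held for Integrin cell surface interactions, with 32 of 58 genes higher (median 0.07, adjusted p = 0.187 from camera in limma). *Fn1*, which was lower in CKO gpSSPCs, was higher in CKO pSSPCs, with 2920 ± 379 CPM in control and 5420 ± 1450 CPM in CKO (SD, n = 2) and a log2 fold change of 0.86 (0.73 and 1.02 in the pairs). Its adjusted p was 1 without and 3.23e-07 with the replicate block in edgeR's quasi-likelihood test. From the matrix genes of both populations and their chromatin, the paper proposes that their mechanosensitivity is abnormal.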

Integrated analysis showed disordered ECM production in premature aged gpSSPCs and pSSPCs, indicating abnormal mechanosensitivity in these cells. Lineage specification and cell differentiation of SSPCs^33^ and mesenchymal stem cells (MSCs)^34^ have been shown to be extremely sensitive to extracellular matrix elasticity and mechanical stimuli. Aging influences the ability of cells to sense changes in the extracellular matrix and to transduce these changes into biochemical signals (mechanotransduction).^35^ In addition to the extracellular matrix and the cytoskeleton, the nucleus is considered a key mechanosensor^36^ and can directly influence chromatin organization, epigenetic modifications and gene expression in response to the microenvironment of a cell. Z24 deficiency^15,16^ has been associated with human diseases that are characterized by severe defects in nuclear stability, cytoskeletal dynamics and nucleocytoskeletal force transmission. Here, the conditional deficiency of Z24 in our mouse model changed nuclear mechanical stimuli, allowing us to explore its mechanism in SSPCs.

HGPS is a human progeroid syndrome and is considered the ‘Rosetta Stone’ for studying the mechanisms of aging.^37^ It is worth noting that HGPS exhibits minimal defects in the nervous system and immune system, and our current model may only partially represent the multifactorial process of normal aging.^38^ However, our conditional premature aging model could be a useful tool to study interorgan homeostasis, for example, how aged skeletons affect other tissues and organs.

## Materials and methods

### Mice

*Zmpste24-KO* first mice were purchased from the CAM-SU Genomic Resource Center (Clone No: EPD0705_3_A07). *Prx1-Cre* (stock no: 005584) mice, *Osx-Cre* (stock no: 006361) mice and *Acan-CreER* (stock no: 019148) mice were obtained from the Jackson Laboratory and were maintained in the laboratory for more than 10 generations. Ai9 reporter mice were provided by Zilong Qiu (Chinese Academy of Sciences, Shanghai, China). *Acan*^*CreER*^ mice are commonly used mice in the laboratory and have been maintained in the laboratory for more than 10 generations. We crossed *Acn*^*CreER*^ mice with *Z24*^*fl/fl*^ mice to obtain F1 generation mice (*Acan*^*CreER*^*; Z24*^*fl/+*^) and crossed the F1 generation mice with *Z24*^*fl/fl*^ mice to obtain target genotype mice. All the mice were on a C57BL/6 background, and sex-matched littermate controls were used for all the analyses. The genotyping primers that were used are shown in Table 1.

**Table 1:** Genotyping primers

Gene name	Sequence
Zmpste24-KO first-F	TCATCACAGACAATCATACAGGCAAGG
Zmpste24-KO first-WT-R	GAGATAAAGCAACAAACGCCACA
Zmpste24-KO first-KO-R	TGGGACCACCTCATCAGAAGCAG
Zmpste24^fl/fl^-F	GTTCTTGTCACCATTTATGCTGAC
Zmpste24^fl/fl^-R	CTTCAACAACATACACCTTAGTCA
Ai9-1	AAGGGAGCTGCAGTGGAGTA
Ai9-2	CCGAAAATCTGTGGGAAGTC
Ai9-3	GGCATTAAAGCAGCGTATCC
Ai9-4	CTGTTCCTGTACGGCATGG
Cre^ER^/Cre-F	CGATGCAACGAGTGATGAGG
Cre^ER^/Cre-R	CGCATAACCAGTGAAACAGC

### MicroCT analysis

Mouse femurs were skinned and fixed in 70% ethanol. Scanning was performed using a SkyScan1276 (Bruker, Kartuizersweg, Belgium) in vivo microCT at a 9 μm resolution for quantitative analysis. The region from −100 to −300 slides below the growth plate was analyzed to determine trabecular number, trabecular thickness, trabecular spacing, and bone volume per tissue volume with CTAn. The region from −480 to −536 slides below the growth plate was analyzed to determine cortical thickness. Three-dimensional reconstructions were created by stacking the two-dimensional images from the indicated regions with CTVox52 software.

### Treadmill exercise

Medium-intensity treadmill exercise was performed as previously described.^39^ Mice were placed on the SA101S treadmill (SANS Biotechnology, China). Electric shock was on during the whole experiment. Mice of different ages were subjected to different durations of exercise. Please see Tables S1 and S2.

### Tamoxifen treatment

Tamoxifen was dissolved in corn oil at a concentration of 20 mg·mL^−1^ by shaking overnight at 37 °C (tube was protected from light with tin foil). For the neonatal induction of Cre^ER^ activity, mice were intraperitoneally injected with 4-OH tamoxifen (50 μg, Sigma) at on days 1–3 using an insulin syringe (BD).

### Real-time RT‒PCR analysis

Total RNA was prepared using TRIzol (Sigma, T9424) and reverse transcribed into cDNA with the PrimeScript RT Reagent Kit (Takara, PR037A). Real-time reverse transcriptase RT-PCR was performed with the Bio-Rad CFX96 system. The qPCR primers used are shown in Table 2.

**Table 2:** qPCR primers

Gene name	Sequence
Zmpste24-F	TTTCTCTGGTTCTTGTCAC
Zmpste24-R	AACGCTTAGATCCTTCAAC
Hprt-F	GTTAAGCAGTACAGCCCCAAA
Hprt-R	AGGGCATATCCAACAACAAACTT
p16-F	CTAGAGAGGATCTTGAGAAGAGGGC
p16-R	TAGTTGAGCAGAAGAGCTGCTACGT
p21-F	TCAGAGTCTAGGGGAATTGGA
p21-R	AATCACGGCGCAACTGCT
Col2a1-F	CGGTCCTACGGTGTCAGG
Col2a1-R	GCAGAGGACATTCCCAGTGT

### Cell stretch experiment

Bone marrow stromal cells (BMSCs) were seeded at 2 × 10^5^ cells per well with α-MEM (supplemented with 10% FBS and 1% penicillin‒streptomycin) in six-well collagen-coated BioFlex Plates (Flexcell). The Flexcell-5000C^TM^ Tension System (Flexcell Corporation) was used to provide regulated strain. BMSCs were cultured in a humidified atmosphere of 5% CO_2_ at 37 °C and stimulated with mechanical strain at 80% confluence at 3% intensity, 0.5 Hz for 4 h. As a control, cells were cultured in the same BioFlex Plates with the same conditions but without being subjected to stretch force.

### Western blotting

Tissues were disrupted using a homogenizer and lysed with NP40 lysis buffer supplemented with protease inhibitor and phosphatase inhibitor cocktail (Selleck). Protein samples were separated by SDS‒PAGE and transferred to nitrocellulose filter membranes (Millipore). The membranes were blocked with 5% nonfat milk (in TBST) and incubated with primary antibodies against Lamin A/C (Abcam, ab108922, 1:500), P16 (Cell Signaling Technology, 1:2 000) and Tubulin (Santa Cruz Biotechnology Inc., 1:1 000) at 4 °C overnight. The proteins were visualized using horseradish peroxidase-conjugated (HRP-conjugated) secondary antibodies and chemiluminescent HRP substrate (Millipore).

### Histology analysis

#### Skeletal whole-mount staining

Mice were eviscerated, and the skin was removed. The resulting samples were incubated in acetone for 48 h after overnight fixation in 95% ethanol. Skeletons were then stained in Alcian blue and Alizarin red solution as previously described. Specimens were stored in 1% KOH until the tissue had completely cleared.

#### Calcein double staining

Mice were intraperitoneally injected with 20 mg·kg^−1^ Calcein (1 mg·mL^−1^ in 2% NaHCO_3_ solution) on day 0 and day 7 separately. On day 12, the mice were sacrificed, and the bones were fixed in 4% paraformaldehyde (PFA), dehydrated and embedded with the EMbed 812 Kit (Electron Microscopy Sciences). The samples were sectioned at 5 μm with a hard tissue cutter. Consecutive sections were stained with silver nitrate to measure the bone morphology. The histomorphometric analysis was carried out semiautomatically with an OsteoMeasure image analyzer (OsteoMetrics) according to recommended guidelines.

#### Safranin O (SO) and TRAP staining

Freshly dissected bones were fixed in 4% PFA for 48 h and incubated in 15% EDTA (pH 7.8) for decalcification. Specimens were then embedded in paraffin and sectioned at 7 μm using a Leica RM2235 microtome. Next, the paraffin sections were dewaxed, hydrated and stained with SO. The tissue sections were subjected to TRAP staining according to the manufacturer’s instructions (Sigma, 387A-1KT). Images were captured using an upright microscope (Olympus BX53).

#### Immunostaining

Freshly dissected bones were fixed in 4% PFA for 48 h, incubated in 15% EDTA (pH 7.8) for decalcification, and dehydrated in 30% sucrose for 48 h. Then, the specimens were embedded in OCT medium (Leica, 14020108926) and sectioned at 14 μm using a Leica CM3050S cryostat. Frozen sections were air-dried and rehydrated with PBS. Antigen retrieval was performed either with pepsin at 37 °C for 30 min or with citrate buffer solution (pH 6.0) at 95 °C for 15 min according to the specific instructions for the primary antibody. After blocking and permeabilization with 10% horse serum and 0.2% Triton-X 100 in PBS for 1 h at room temperature, the sections were incubated with primary antibodies overnight at 4 °C. The primary antibodies included rabbit anti-LacZ (Abcam, Ab9361, 1:200), goat anti-Opn (R&D, AF808, 1:500), rabbit anti-cleaved Caspase-3 (Cell Signaling Technology, 9661, 1:200), mouse anti-Col2 (Abcam, ab185430, 1:500), rat anti-Sca1 (Biolegend, 108120, 1:500) and rat anti-CD73 (Biolegend, 127217, 1:500). Fluorescence-labeled secondary antibodies included donkey anti-rabbit Alexa Fluor 647 (Molecular Probes, A31573, 1:1 000), donkey anti-goat Alexa Fluor 647 (Molecular Probes, A21447, 1:1 000) and goat anti-rat Alexa Fluor 647 (Molecular Probes, A21247, 1:1 000). DAPI (Sigma, D8417) was used for counterstaining. The cell senescence detection kit SPiDER-β Gal was purchased from Dojindo (SG03). Slides were mounted with anti-fade fluorescence mounting medium (Dako, S3023), and images were acquired with a confocal microscope (SP8 WLL, Leica).

#### Transmission electron microscopy (TEM)

To prepare samples for TEM, organoids or islets were fixed in 1% glutaraldehyde in 0.1 mol·L^−1^ sodium cacodylate buffer (pH 7.4) at 4 °C overnight and postfixed in 2% aqueous osmium tetraoxide at 4 °C for 1.5 h. The samples were then dehydrated in increasing concentrations of ethanol (30%–100%) and propylene oxide, embedded in Epon 812 and incubated for 48 h at 60 °C. Ultrathin sections (50 nm) were collected onto 200 mesh copper grids and stained with uranyl acetate (10 min) and lead citrate (5 min). Images were captured with an FEI Tecnai G2 Spirit transmission electron microscope.

### Enzymatic dissociation and flow cytometry

#### Bone and bone marrow cells (for scRNA-seq)

To isolate bone and bone marrow cells, marrow plugs were flushed with a 1 mL syringe using staining buffer (1x HBSS + 2% FBS) and digested 3 times for 5 min each. The remaining bone fragments were crushed and digested following the same methods as the marrow plugs. The digestion buffer contained 2 mg·mL^−1^ Collagenase II (Sigma, C6885), 2 mg·mL^−1^ Dispase II (Roche), 200 U·mL^−1^ DNase I, and 10 mg·mL^−1^ Kolliphor P 188 (Sigma, 15759) in 1× HBSS with Mg^2+^/Ca^2+^. The bone and marrow fractions were pooled and filtered through 70 μm cell strainers, washed twice with ice-cold staining buffer and centrifugation at 600 × *g* for 5 min, and incubated for 30 min on ice with the following antibodies: PerCP/Cy5.5 anti-CD31 (BioLegend, 102420), PerCP/Cy5.5 anti-CD45 (BioLegend, 103132), and PerCP/Cy5.5 anti-mouse Ter-119 (BioLegend, 116228). The cells were then sorted on an MA900 flow cytometer (Sony) with a 100 μm nozzle.

#### Periosteal and growth plate cells (for bulk RNA-seq, ATAC-seq and cell culture)

To isolate periosteal cells,^40^ femurs and tibiae were placed in ice-cold PBS after the overlying skin and muscle were carefully removed. The periosteum was gently scratched using a scalpel and forceps and then incubated with prewarmed digestion buffer at 37 °C for 30 min on a shaker. The dissociated periosteal cells were washed twice by centrifugation at 600 × *g* for 5 min with ice-cold staining buffer.

To isolate growth plate cells,^28^ dissected growth plates were minced using a scalpel and incubated with 0.15% collagenase (Sigma, C6885) at 37 °C for 90 min on a shaking incubator. The cells were pelleted and resuspended in ice-cold staining buffer.

The cells were stained with PerCP/Cy5.5 anti-CD31 (BioLegend, 102420), PerCP/Cy5.5 anti-CD45 (BioLegend, 103132), PerCP/Cy5.5 anti-mouse Ter-119 (BioLegend, 116228), BV421 anti-mouse CD73 (BioLegend, 127217) or Pacific blue anti-Sca1 (BioLegend, 108120) for 30 min and sorted on an MA900 flow cytometer (Sony) with a 100 μm nozzle.

### Cell cycle analysis

Cell cycle analysis was performed using DyeCycleTM Violet Stain (Thermo Fisher). Growth plate skeletal stem/progenitor cells (gpSSPCs) were first stained with antibodies against their surface markers (CD31^−^CD45^−^Ter119^−^CD73^+^) followed by permeabilization and fixation using BD Cytofix/Cytoperm (BD Biosciences) and intracellular labeling.

### CFU-F assays and cellular multipotent differentiation

For colony-formation assays, 1 000 sorted Prx1^+^CD73^+^ and Prx1^+^Sca1^+^ cells from the growth plate and periosteum of 8-week-old *Prx1*^*Cre*^*;Z24*^*fl/fl*^*;Rosa26*^*Ai9*^ and *Prx1*^*Cre*^*;Rosa26*^*Ai9*^ mice were cultured for 14 days at 37 °C in 5% CO_2_. CFU-F-derived colonies were observed using a fluorescence microscope (Olympus, IX73). Then, the cells were fixed in 4% PFA and stained with crystal violet. Images were captured using an upright microscope (Olympus BX53).

For osteoblast differentiation, cells were cultured in α-MEM supplemented with 10% FBS, 1% penicillin/streptomycin, 50 μg·mL^−1^ l-ascorbic acid (Sigma, A5960), and 1.08 mg·mL^−1^ β-glycerophosphate disodium salt hydrate (Sigma, G9422). The medium was changed every 3 days. Cells were analyzed using a luminometer (Envision) at A405 to determine ALP activity. The final Alp activity was normalized as A405/alamarBlue. Bone nodule formation was determined by staining with 1 mg·mL^−1^ Alizarin red S solution (pH 5.5) after 21 days of induction.

For chondrocyte differentiation, cells were harvested and resuspended in α-MEM supplemented with 10% FBS and 1% penicillin/streptomycin. Droplets (10 µL) containing 10^6^ cells were placed in the middle of each well of a 24-well plate. After cells had adhered at 37 °C in 5% CO_2_ for 2 h, 500 mL chondrogenic medium supplemented with 1% insulin transferrin selenium solution (ITS, Sigma), 10 ng·mL^−1^ TGF-β (PeproTech), 100 nmol·L^−1^ dexamethasone (Sigma), 40 μg·mL^−1^ proline (MilliporeSigma), 50 μg·mL^−1^ L-ascorbic acid 2-phosphate (Sigma) and 1 mmol·L^−1^ sodium pyruvate (Thermo Fisher Scientific) was added. The medium was changed every 3 days. Micromass cultures were stained with Alcian blue at day 21.

For adipocyte differentiation, the medium contained solution A and solution B. Solution A, which contained 50 mmol·L^−1^ dexamethasone (Sigma), 100 mmol·L^−1^ rosiglitazone (Sigma), 500 nmol·L^−1^ IBMX (Sigma), and 10 mg·mL^−1^ insulin (Sigma), was incubated for 2 days, followed by solution B, which contained 10 mg·mL^−1^ insulin (Sigma), for 1 day. After 6 days (two rounds of induction), the cells were fixed in 4% PFA and stained with Oil Red O to detect lipids.

### scRNA-seq library construction, sequencing and data analysis

We constructed 3′ scRNA-seq libraries using a Chromium Controller (10X Genomics) and Single Cell 3′ Reagent Kit v2 (10X Genomics). Reverse transcription, cDNA amplification and library construction were performed on a T100 Thermal Cycler (Bio-Rad), followed by next-generation sequencing (Illumina NovaSeq, paired-end 150 bp). For data analysis, paired-end sequencing reads were processed using the Cell Ranger pipelines (version 3.0, 10X Genomics) with default parameters for sample demultiplexing, read mapping (mm10/GRCm38), barcode processing, single-cell transcript counting and matrix generation. The Seurat^41^ package was used for downstream analysis. To analyze *Prx1*^*Cre*^*;Z24*^*fl/fl*^ *Rosa26*^*Ai9*^ (2068 cells) and *Prx1*^*Cre*^*; Z24*^*fl/+*^ *Rosa26*^*Ai9*^ (2361 cells), scRNA-seq data were individually filtered by *“min.cells* = *3, min.features* = *200”*. With the top 22 PCs and 0.15 resolution, dimensions for all cells were reduced with uniform manifold approximation and projection (UMAP) and clustered into 5 subpopulations. To analyze *Prx1*^*Cre*^;*Rosa26*^*Ai9*^ (983 cells) and *Osx*^*Cre*^;*Rosa26*^*Ai9*^ (778 cells), scRNA-seq data were obtained after filtering as described above. The top 20 PCs and 0.14 resolution were used, while the other settings were the same as described above.

The Monocle 2 R package^42^ was used for pseudotemporal analysis. Clusters of BMSCs, PMSCs, chondrocytes and OBs identified by Seurat were imported into Monocle 2 to construct the CellDataSet object. The “DDRTree” method was used for dimensional reduction. We set the “max_components” to 8, and component 1 and component 3 were selected to generate the trajectory.

### RNA-seq library construction and data analysis

Total RNA was extracted from 1 000 cells following the manufacturer’s instructions and purified using an RNA purification kit (Tiangen, DP412). RNA libraries were constructed according to a modified SmartSeq2 protocol^43^ and then subjected to next-generation sequencing (Illumina, NovaSeq, paired-end 150 bp). For data analysis, the adapters were trimmed. Qualified data were mapped to the mouse reference genome (mm10) with STAR. HTSeq was used to summarize read counts, and duplicated reads were removed by UMI information (in Read2) to obtain gene counts. DESeq2 was used to identify differentially expressed genes (log2fold change > 0.25 and *P* value < 0.05). GO and KEGG enrichment analyses were performed with ClusterProfiler.^44^ GSEA was performed by using the MSigDB database.

### ATAC-seq library construction and data analysis

The transposition reaction was performed as instructed in the TruePrep DNA Library Prep Kit V2 (Vazyme), and the resulting DNA fragments were purified by a MinElute PCR Purification Kit (Qiagen). PCR amplification was performed by using the primers provided in the TruePrep Index Kit V2 (Vazyme) for 12-14 cycles (the number of PCR cycles was determined by qPCR as previously described^45^). DNA fragments with proper length (200–700 bp) were selected and purified using VAHTS DNA Clean Beads (Vazyme) and subjected to next-generation sequencing (Illumina NovaSeq system, paired-end 150 bp). For sequencing data analysis, the adapters were trimmed and aligned to the mm10 reference genome by Bowtie2. Reads mapped to mitochondrial DNA, and duplicates or unknown identities were eliminated by Sambamba. We performed peak calling wtih MACS2,^46^ summarized the read counts with bedtools, and calculated the differential peaks with DESeq2 (log2fold change > 0.25 and *P* value < 0.05). Motif enrichment in differential peaks was performed using HOMER.^47^

## Supplementary information

Supplementary Materials

Supplementary tableS3

Supplementary figures

## Data Availability

Single-cell RNA sequencing data, RNA sequencing data and ATAC sequencing data were deposited at GEO and can be obtained by GSE182540. The RNA sequencing data associated with bones after exercise were deposited at GEO and can be obtained by GSE207240.

# Supplementary material for: Premature aging of skeletal stem/progenitor cells rather than osteoblasts causes bone loss with decreased mechanosensation
**Source:** Bone Res. 2023 Jul 5;11:35. doi: 10.1038/s41413-023-00269-6
**Supplement:** Supplementary file 1 — Supplementary Materials

**Table S1. 8-wk Wild-type Mouse Treadmill Running Protocol**

| **Start Age:** | **8-wk** |  | **Time Span:** | **5 weeks** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Mon** | **Tue** | **Wed** | **Thu** | **Fri** | **Sat** | **Sun** |
| **1st week** | 12 m/min, 20 min | | 15 m/min, 30 min | | 18 m/min, 40 min | | Rest |
| **2nd-5th weeks** | 18 m/min, 50 min | | | | | |  |

**Table S2. 6-wk *Prx1^Cre^Z24^fl/fl^* and Littermate Treadmill Running Protocol**

| **Start Age:** | **6-wk** |  | **Time Span:** | **10 weeks** |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Mon** | **Tue** | **Wed** | **Thu** | **Fri** | **Sat** | **Sun** |
| **1st week** | 10 m/min, 20 min | | 12 m/min, 30 min | | 13 m/min, 40 min | | Rest |
| **2nd-10th weeks** | 13 m/min, 55 min | | | | | |  |

**Supplementary Materials**

**Supplementary Fig. 1. Generation and skeletal characterization of *Z24-KO first* mice.**

(**a**) Structure of the genomic *Zmpste24* locus, Z24-KO first targeting vector after homologous recombination. ex: exon; int: intron; orange box: synthetic cassette replacing partial intron 5 sequence. Half arrows, forward primer (Z24-F), reverse primers (Z24-WT-R, Z24-KO-R); Right, PCR genotyping wild-type allele, 131 bp; ko first allele, 319 bp. (**b**) Gene expression of Zmpste24 in liver, lung and bone from *Zmpste24-KO first* mice (n=4) and WT littermate controls (n=4). (**c**) Western blotting analysis of Lamin A, Prelamin A and Lamin C expression in liver, lung and bone from *Zmpste24-KO first* mice and WT littermate controls. (**d**) Body weight curve of *Z24-KO first* male mice and their littermate controls. n=5 per group. (**e**) Whole mount skeleton staining of postnatal Day 1 *Z24-KO first* mice and littermate controls by Alizarin red S and Alcian blue. Scale bar, 5 mm. (**f**) Alizarin Red S- and Alcian Blue-stained head and leg of *Z24-KO first* mice and littermate controls. Scale bar, 3 mm. (**g**) Measurements of skull length, skull width, femur length and tibia length. n=4 per group. (**h**) Safranin O staining of postnatal Day 3 *Z24-KO first* mice and littermate controls. Scale bar, 100 μm. (**i**) Representative microCT images of 8- and 16-week-old *Z24-KO first* mice (n=4) and WT littermate controls (n=4). (**j-n**) Quantitative analyses of trabecular bone volume/total volume (**j**), trabecular thickness (**k**), trabecular number (**l**), trabecular spacing (**m**) and cortical thickness (**n**) in the femur metaphysis of 8- and 16-week-old *Z24-KO first* mice (n=4) and WT littermate controls (n=4). (**o**) Tartrate-resistant acid phosphatase (TRAP) staining of femurs of 8- and 12-week-old *Z24-KO first* mice and littermate controls. Scale bar, 50 μm. (**p**) Quantification of TRAP staining by osteoclast surface per bone surface (Oc.S/BS). The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (**P* <0.05, ***P* <0.01, ****P* <0.001 and *****P* <0.0001).

**Supplementary Fig. 2. Generation and skeletal development characterization of *Z24-CKO* mice.**

(**a**) Structure of the genome of *Zmpste24^F/F^* mice. *Z24-KO first* mice were mated to *Flip* mice to obtain *Z24^F/+^* offspring in which the synthetic cassette between 2 Frt sites was deleted (length: 6951 bp). Half arrows, forward primer (Z24-F), reverse primer (Z24F/F-R); Right, PCR genotyping wild-type allele, 500 bp; Z24^fl/fl^, 607 bp. (**b**) Relative mRNA levels of Z24 in bone tissue of Z24-CKO mice were quantified by RT‒PCR. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (**P* <0.05, ***P* <0.01, ****P* <0.001 and *****P* <0.0001). (**c**) Body weight curves of *Prx1^Cre^;Z24^fl/fl^* mice and littermate controls. n=3 per group. (**d**) Whole mount skeleton staining of *Prx1^Cre^;Z24^fl/fl^* mice and littermate controls on postnatal Day 1 by Alizarin red S and Alcian blue. Scale bar, 5 mm. (**e**) Alizarin Red S- and Alcian Blue-stained head and leg of *Prx1^Cre^;Z24^fl/fl^* mice and littermate controls. Scale bar, 3 mm. (**f**) Measurements of skull length, skull width, femur length and tibia length of *Prx1^Cre^;Z24^fl/fl^* mice and littermate controls. n=4 per group. (**g**) Safranin O staining of *Prx1^Cre^;Z24^fl/fl^* mice and littermate controls on postnatal Day 3. Scale bar, 100 μm. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (**P* <0.05, ***P* <0.01, ****P* <0.001 and *****P* <0.0001). (**h**) TRAP staining of femurs of 8- and 16-week-old *Prx1^Cre^;Z24^fl/fl^* mice and littermate controls. Scale bar, 50 μm. (**i**) Quantification of TRAP staining by osteoclast surface per bone surface (Oc.S/BS). The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (**P* <0.05, ***P* <0.01, ****P* <0.001 and *****P* <0.0001).

**Supplementary Fig. 3. gpSSPCs and pSSPCs have distinct cell fates.**

(**a**) State results from pseudotime analysis of 4073 total whole bone *Prx1^Cre+^* cells (except for the pericyte cluster). (**b**) Branch kinetic curves of markers of adipocytes (Adipoq and Lpl), osteoblasts (Col1a1) and stromal cells (Lepr and Kitl). (**c**) UMAP plots of PMSC and chondrocyte clusters of 1634 cell scRNA profiles from 8-week-old *Prx1^Cre^;Rosa26^Ai9^* mice and *Osx^Cre^;Rosa26^Ai9^* mice showing the expression levels and distribution of osteochondrogenic skeletal stem cell (ocSSC) and perivascular SSC (pvSSC) top genes as shown by Ambrosi, T. H ^29^.

**Supplementary Fig. 4. Apoptosis pathway and extracellular matrix degradation in prematurely aged pSSPCs.**

**(a)** Normalized ATAC-seq signal intensity around the transcription start site (TSS). n=3 per group. Right: histograms show genome-wide chromatin accessibility at the TSS. **(b)** GO terms enriched for significantly different genes identified by RNA-seq. Selected GO terms with significant *P* values are shown. **(c-e)** GSEA of the expression of Reactome Apoptosis by CDKN1A via TP53 (**c**), Invasion inhibited by Ascites DN (**d**) and Uterine fibroid up (**e**) of pSSPCs. n=3 per group. **(f, g)** Venn diagram (**f**) showing the overlap of genes with open chromatin in close proximity and transcripts and selected ATAC-seq signal tracks (**g**) that were differentially upregulated in pSSPCs. The number of genes near peaks that were accessible and significantly differentially expressed genes is shown. **(h, i)** Venn diagram (**h**) showing the overlap of genes with open chromatin in close proximity and transcripts and selected ATAC-seq signal tracks (**i**) that were differentially downregulated in pSSPCs. The number of genes near peaks that were accessible and significantly differentially expressed genes is shown. **(j)** EM images of the periosteum. Left: EM methodology. Consecutive periosteum, vertical thin sections analyzed by toluidine blue. Scale bars, 1 μm.

**Supplementary Fig. 5. Physical exercise increases bone mass and SSPC number.**

**(a)** Schematic showing the treadmill experimental strategy. **(b)** Representative microCT images of femurs (n=3). **(c-g)** Quantitative analyses of trabecular bone volume/total volume (BV/TV) (**c**), trabecular thickness (Tb.Th) (**d**), trabecular spacing (Tb.Sp) (**e**), trabecular number (Tb.N) (**f**) and cortical thickness (Ct.Th) (**g**) in the femurs. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (**P* <0.05, ***P* <0.01, ****P* <0.001 and *****P* <0.0001). **(h)** Fluorescence images of CD73 and Col2 in the growth plate from mice that exercised for 5 weeks at 13 weeks of age. Sedentary littermates were used as controls. Scale bar, 25 μm.

**Supplementary Fig. 6. Combined analysis of bulk RNA-seq of premature gpSSPCs and bones after exercise.**

**(a, b)** Venn diagram showing the overlap of transcripts **(a)** that are upregulated in prematurely aged gpSSPCs and downregulated in bones after exercise and the overlap of transcripts **(b)** that were downregulated in prematurely aged gpSSPC and upregulated in bones after 5 weeks of exercise. **(c, d)** Heatmap of gene expression of overlapping transcripts **(c)** shown as **(a)** and transcripts **(d)** shown as **(b)**. **(e, f)** GO terms enriched for overlapping genes shown in **(a, b)**. Selected GO terms with significant *P* values are shown.

**Supplementary Fig. 7. Mechanical stimuli reverse cellular apoptosis in bones after exercise.**

**(a-c)** Gene expression of *p16/Cdkn2a* **(a)**, *p21/Cdkn1a* **(b)** and *Col2a1* **(c)** in bone after bone marrow was flushed from 16-week-old exercised and sedentary *Prx1^Cre^; Z24^fl/fl^* (CKO) and *Z24^fl/fl^* (WT) mice. (**d**) Proportion of cleaved Caspase 3^+^ cells in tissue sections from *Prx1^Cre^; Z24^fl/fl^* mice and control littermates after exercise. The statistical significance of differences was assessed using two-tailed Student’s paired *t* test (**P* <0.05, ***P* <0.01, ****P* <0.001 and *****P* <0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

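The study deposited scRNA-seq, RNA-seq and ATAC-seq data of Ai9+ cells sorted from mouse bone, and all 28 libraries were used. For scRNA-seq there is 1 library each of *Prx1* Cre and *Osx* Cre cells at 8 weeks and of control and CKO cells at 16 weeks. For RNA-seq and ATAC-seq there are 3 control and 3 CKO libraries each of gpSSPCs and pSSPCs, from mice that the labels give as 20 weeks old. Samples were assigned to conditions from their titles and the paper. The genotype field of the labels does not separate control from CKO in the RNA-seq and ATAC-seq libraries, and for the 8-week libraries it names a *Z24* genotype that the paper does not use for them.

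The authors made the UMI counts of the scRNA-seq libraries with Cell Ranger on mm10 and deposited them per gene and cell without normalization. The authors made the RNA-seq counts by alignment with STAR, counting with HTSeq and removal of duplicates by molecular identifiers, and deposited them per gene without normalization. The authors called ATAC-seq peaks with MACS2 (2.2.7.1, q-value cutoff 0.05, no control library) separately in each library, after alignment with Bowtie2 and removal of mitochondrial reads and duplicates with Sambamba. In the deposited peak lists, the pileup signal is the number of tags at the summit, not scaled for depth. The deposited −log10 p-values and q-values and the fold enrichment, a ratio of the pileup to the local background, were computed by the authors within each library. Of these columns only the −log10 q-value was used, to rank peaks.

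RNA-seq was analysed in R 4.3.3. Total counts lie between 1333260 and 5315709 per library. Some of the named genes had few or no counts in replicate 1. Library size is not the only cause, since replicate 1 of every group also had fewer genes detected at an equal number of counts. In control pSSPCs these were 11660 genes in replicate 1, compared with 13910 and 13773 in replicates 2 and 3. Of the 53801 genes listed by Ensembl identifier, 53620 were matched to a symbol in a gene table and 181 were not. The libraries of a group were compared by chi-square per degree of freedom over genes with 5 to 99 counts in both together. By this measure replicates 2 and 3 differed by no more than sampling noise in every group, and they were summed to 1 sample, while replicate 1 stood apart. Over all genes with at least 20 counts, replicates 2 and 3 differed beyond sampling noise (chi-square per degree of freedom of 1.59 to 1.92, compared with 53.2 to 71.4 for pairs with replicate 1), so they may be separate samples that are nearly alike. The design written beforehand had 3 libraries per group, so this is a departure from it, and fits that count each library as a sample are given as alternatives. The fit has 4 samples per population and 2 residual degrees of freedom, or 1 with the replicate number as a block. That the numbers pair the samples was checked from the values: the deviations from the group means of same-numbered control and CKO libraries had a correlation of 0.55 to 0.59, and the first principal component (68.4% and 68% of the variance) separated replicate 1 from replicates 2 and 3 in both genotypes. The pairing is taken from the replicate numbers in the labels, which do not say what same-numbered libraries share.

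Genes were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) within each population. The study's thresholds, an unadjusted p under 0.05 and an absolute log2 fold change over 0.25, were applied to the same fit. The difference in genotype effect between the populations was tested as an interaction. Gene sets were tested with limma 3.58.1 (camera with a preset correlation of 0.01, on voom-weighted log2 CPM), with fry and with camera's estimated correlation as alternatives, adjusted over 9 sets. Of the sets, 5 came from the Reactome collection shipped with fgsea 1.28.0: Apoptosis (153 of 157 identifiers found in the files), the same without genes whose symbols start with Psm, Extracellular matrix organization (262 of 265), Integrin cell surface interactions (81 of 81) and Interferon gamma signaling (103 of 114). The others were lists written beforehand: 32 p53 targets, 24 hypoxia and glycolysis genes, 30 interferon response genes and 18 dissociation stress genes. Marker lists were also written beforehand for chondrocytes, PMSCs, BMSCs, pericytes, OBs, myeloid cells, basophils and mast cells, lymphoid cells, erythroid cells, endothelial cells, muscle, Schwann cells, tenocytes and both sexes. Genes named in the text are those the paper names for these experiments. Up to 5 genes in each direction were to be added per population if they had an adjusted p under 0.05, at least 5 CPM in a group and no overlap between the groups, and no gene met this. Genes named outside this rule are said to have been chosen after their values were seen. Lists of changed genes in Table S3 were read from the supplement.

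The self-test drew counts for the real genes from the real means and library sizes and changed 200 genes in gpSSPCs and 199 in pSSPCs by a log2 fold change of 2, with a dispersion of 0.05. With replicate 1 unlike the others, as in the files, edgeR recovered 0% of them without the block. With the block it recovered 95% in gpSSPCs (11827 genes, 8 false calls) and 85.4% in pSSPCs (11756 genes, 3 false calls). DESeq2 without the block recovered 15% and 6.53%, and with the block 49.5% in gpSSPCs (1 false call) and 68.3% in pSSPCs (33 false calls beside 136 true ones). With replicates alike, edgeR without the block recovered 93.5% and 94.5%. Each planted change was the same in both pairs, and the dispersion was the same for all genes. The rates therefore need not hold for the real libraries, where the effects of the 2 pairs hardly correlated.

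ATAC-seq peak lists were compared with scipy 1.17.1 and the GENCODE vM21 annotation of mm10. Peaks were merged into regions if they shared at least 1 bp, and a region counted for one genotype if all 3 of its libraries and none of the other genotype had a peak. A TSS counted as having a peak if one lay within 2 kb. The number of peaks was fitted on genotype and log2 tags by least squares, without and with the replicate number as a block. The deviations from the group means in the presence of peaks had a correlation of 0.11 to 0.23 between same-numbered libraries of gpSSPCs, each above 0.1, and of 0.02 to 0.1 in pSSPCs, so the numbers pair the libraries of gpSSPCs by this measure but not clearly those of pSSPCs. Regions were assigned to the protein-coding gene with the nearest TSS, and Fisher's exact test set these genes against Table S3, over the genes that were tested by RNA-seq and lay nearest to any region. This comparison was added after the data were seen. Its background was narrowed to the genes tested by RNA-seq after a first run over all genes near a region. With lists of one length, that run had made the same 3 calls. In simulated peak lists, 200 of 200 regions planted in each genotype were found, with 28 other calls compared with 29.2 expected by chance.

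The scRNA-seq counts were analysed with Seurat 5.3.0 (genes in at least 3 cells, cells with at least 200 genes, 2000 variable features, CCA integration, seed 1). *Ly6a*, *Nt5e*, *Acan* and *Zmpste24* were kept out of the variable features. A cluster was assigned to the class with most markers among its top 10 genes by fold over the other cells, taken from the genes detected in at least 25% of its cells. Where this did not decide, the class with the largest share of its markers detected was taken, and at least 3 detected markers were needed. A cluster with similar shares for more than one class and few markers among its top genes was called mixed. These thresholds, and the step that divided the mixed 16-week cluster, were set after exploratory clusterings. Cell cycle phases were scored with Seurat's gene lists in mouse spelling, restricted to genes found in at least 3 cells. Doublets were called with Scrublet in scanpy 1.11.5. Because there is 1 library per condition, no test was made. The libraries hold 1036816 to 3606176 UMIs, with a median of 923.5 to 1426.5 UMIs per cell, so shares of small classes and of genes with few UMIs are imprecise. Shares have exact binomial and CPM values exact Poisson confidence intervals of 95%, and a count of 0 is given with the limit of 3 counts.

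The alternatives were another test (DESeq2 1.42.0), other size factors, other filters on low counts, a fit of both populations, the replicate block, single libraries left out, peak lists of other lengths, another overlap (0.5 of either peak) and a TSS window of 500 bp. For scRNA-seq they were no integration, a resolution of 0.5, cells with at least 500 genes and under 10% mitochondrial UMIs, removal of Scrublet calls, all variable features, all cells as denominator and cells thinned to 1000 UMIs. Pseudotime, motifs, the study's MSigDB sets and the enrichment of gene ontology terms were not analysed here, because the tools and collections for them were not at hand. ATAC-seq read counts and signal profiles were not used here, because peak lists do not carry them, and the exercise experiments were not analysed here. Other tools were statsmodels 0.14.6, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.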

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

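The tests of peak number against sequencing depth, without and with the pairs, and of the dissociation stress list were chosen only after the result was seen. So were those of the chondrocyte markers beside the hypoxia and glycolysis list and of the spread among the chondrocyte and PMSC markers. The comparison of peak numbers between the populations was chosen then too. Fits that count each library as a sample follow the design written beforehand but were added as alternatives only after the data were seen.

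The number of ATAC-seq peaks differed between the genotypes in opposite directions in gpSSPCs and pSSPCs. The mean log2 peak number of CKO libraries minus that of control libraries was −0.29 in gpSSPCs and 0.35 in pSSPCs, a difference of −0.63. Among the 400 ways of relabeling the libraries within both populations, 6 gave a difference as large (exact two-sided permutation test, p = 0.015). Within the single populations, the exact p was 0.1 in gpSSPCs and 0.2 in pSSPCs. CKO libraries had fewer peaks in 3 of 3 same-numbered pairs of gpSSPCs (ratios of 0.853, 0.826 and 0.783 in replicates 1, 2 and 3) and more in 3 of 3 pairs of pSSPCs (1.14, 1.42 and 1.27). The number of tags moved the same way in every pair, with ratios of 0.672, 0.841 and 0.979 in gpSSPCs and 1.28, 1.23 and 1.77 in pSSPCs. MACS2 called the peaks library by library without scaling for depth, so deeper libraries could give more peaks. In gpSSPCs, depth as the whole cause is argued against. The deeper library had fewer peaks in 5 of the 6 pairs of libraries within a genotype, and in a linear fit of log2 peak numbers on genotype and log2 tags the log2 ratio at one depth was −0.32 (95% interval −0.48 to −0.17), or −0.35 (−0.62 to −0.08) with the replicate number as a block. Because replicate 3 was the deepest library in all 4 groups, what else sets replicate 3 apart could hide part of an effect of depth. In pSSPCs, the deeper library had more peaks in 5 of 6 such pairs, and the log2 ratio at one depth was 0.21 (95% interval −0.15 to 0.57), or 0.37 (−3.47 to 4.22) with the block. Depth and genotype cannot be told apart there, because 6 libraries leave an interval that covers both directions. A different quality of the libraries was not tested, and an effect of the genotype on chromatin that differs between the populations stays open.

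A list of hypoxia and glycolysis genes, which the paper does not discuss, was higher in CKO gpSSPCs. Of its 23 genes tested, 22 were higher, with a median log2 fold change of 0.63 (0.7 in the pair of replicate 1 and 0.67 in that of replicates 2 and 3). Camera of limma with its preset correlation gave an adjusted p of 1.6e-15. The list was not called by fry (adjusted p = 0.102) or with camera's estimated correlation (0.137), and over the alternatives set beforehand its adjusted p in limma ranged from 7.49e-16 to 0.137. With each library counted as a sample, camera gave 1.3e-15, or 7.41e-14 with the replicate block. In pSSPCs, 14 of 22 genes were higher (median 0.19, adjusted p = 0.187 in camera), and the difference between the populations was not tested for the list. A difference in library size is argued against, since with every library thinned to 1838028 counts the median was 0.73 and 21 of 22 genes were higher. More chondrocytes among the CKO cells are argued against too. Chondrocyte-like cells carry more of these transcripts than other classes at 16 weeks (5990 CPM in control cells, compared with 2910 CPM in PMSC-like cells), but the median log2 fold change of the 9 chondrocyte markers was −0.8 in one pair of gpSSPC samples and −0.96 in the other. Longer handling of the CKO cells before lysis stays open. The dissociation stress list, which handling could raise, had 8 of 18 genes higher (camera adjusted p = 0.312), but its genes went both ways and the labels give no handling times. A bias by GC content or gene length was not tested. In the 16-week scRNA-seq libraries, without replicates, the list had 5990 CPM (exact Poisson 95% interval 5680 to 6300) in control and 8660 CPM (8040 to 9330) in CKO chondrocyte-like cells. It was lower in the CKO library in PMSC-like (2910 and 2320 CPM in control and CKO), BMSC-like (2490 and 2150) and OB-like cells (1800 and 1480). An effect of the genotype on these genes remains a hypothesis.

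The genotype effect of 7 genes differed between the populations when the interaction was tested with the replicate number as a block (edgeR's quasi-likelihood test, 13173 genes). The log2 fold change in pSSPCs minus that in gpSSPCs was 1.32 for *Prg4* (adjusted p = 7.89e-05), 0.99 for *Col2a1* (0.00847), 1.2 for *Fn1* (0.0167), −0.94 for *Gsn* (0.00295), −1.21 for *Cst3* (0.000337), −1.66 for *Serpina1a* (0.00428) and −2.07 for *Serpina1d* (7.89e-05). *Gsn* and *Cst3* were chosen after their values were seen. Without the block, 0 genes had an adjusted p under 0.05 (125 with an unadjusted p under 0.05), and DESeq2 without the block also called 0 (216 with an unadjusted p under 0.05). A lower share of chondrocytes among the CKO gpSSPCs could contribute to the value of *Col2a1*. If no other sorted cell carried the chondrocyte markers and all chondrocytes were lost alike, it would lower all markers alike. The 9 markers' log2 fold changes instead ran from −1.21 to 0.05 in the pair of replicate 1 and from −1.55 to 0.04 in the other. Their order was nearly the same (Pearson correlation 0.94 across the markers, exact one-sided permutation test, p = 0.00104). Markers carried by other cells, or the loss of one kind of chondrocyte, could give such an order too. A lower share as the only cause thus stays open. *Gsn* is one of the PMSC markers. Whether PMSCs were fewer among the CKO pSSPCs could not be decided from the same comparison either, where the correlation was 0.5 (exact one-sided permutation test, p = 0.074) with 9 markers. *Serpina1a* and *Serpina1d* are near-identical copies, and how reads were split between them stays open. They were among the genes that led the chondrocyte-like cells at 16 weeks, yet they rose in CKO gpSSPCs while *Col2a1* fell. An effect of the genotype that depends on the population stays open as well and was not tested apart from the interaction itself.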

How the results depend on the processing

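The fits that count each library as a sample, the replicate block fitted to both populations or with DESeq2, the counts over both populations, the pairing of ATAC-seq libraries, the tracing of cells between classes and the tests of regions against Table S3 were chosen only after the data were seen; all other alternatives were set before the data were examined.

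In gpSSPCs, the count of genes with an adjusted p under 0.05 was 0 (57 at an unadjusted p under 0.05). It was 1 with DESeq2, 3 without a filter on low counts and 12 with the replicate block. Among the settings chosen after the data were seen, it was 11 with the block over both populations, 27 with the block in DESeq2, 25 with the libraries as labelled in DESeq2 and 82 with these, the block and no filter. In pSSPCs, the count was 38 with the block, although *Usp49*, *Lipa*, *Prrx2* and *Ifi27l2a* among these went opposite ways in the 2 pairs. The count was 0 with the settings used in the text (142 at an unadjusted p under 0.05) and 5 without a filter. Of the later settings it was 18 with the block over both populations, 22 with the block in DESeq2, 5 with the libraries as labelled and the block, 108 with them in DESeq2 and 371 with the block and no filter. The other settings, among them single libraries left out, kept the count at 0. In the self-test, the spread between replicate 1 and the others hid all planted changes in edgeR without the block. It planted the same change in both pairs, so its recovery with the block need not hold for the real libraries. In those, the effects of the 2 pairs had a Spearman correlation of 0.08 in gpSSPCs and 0.14 in pSSPCs. Counts from DESeq2 with the block are less sure, since in pSSPCs that fit made 33 false calls beside 136 true ones in the self-test (1 beside 99 in gpSSPCs). Leaving out replicate 1 was not run, because it leaves each group with 1 sample.

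The study's thresholds were passed by 57 genes in gpSSPCs and 142 in pSSPCs. The counts were 106 and 318 with DESeq2, 181 and 311 without a filter, 29 and 277 with both populations in one fit and 463 and 621 with the block. Of the later settings, they were 211 and 789 with the block over both populations, 290 and 517 with it in DESeq2, 522 and 806 with the libraries as labelled, 1303 and 1843 with these and the block, 634 and 1045 with these in DESeq2, and 894 and 1875 with these, the block, DESeq2 and no filter. Without single libraries, the counts ranged from 51 to 57 in gpSSPCs and from 139 to 146 in pSSPCs. Counting replicates 2 and 3 apart adds residual degrees of freedom by construction, although they differ little beyond sampling noise. Beyond this, the cause was not tested. The 38 results for named genes had 590 values over all settings, of which 0 changed direction and 55, of 16 genes, fell under an adjusted p of 0.05. The block alone moved 11 of them. For genes past the thresholds in both populations, 8 settings moved the count of higher and 11 that of lower genes, up to 67 and 51 with the libraries as labelled and the block.

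Camera called 7 of 9 gene sets in gpSSPCs and 2 in pSSPCs, and fry and the estimated correlation called 0 in both. Fry and the estimated correlation gave Apoptosis an adjusted p of 0.6 and 0.344, Extracellular matrix organization 0.6 and 0.301, and Interferon gamma signaling 0.809 and 0.47. The block gave the last set 0.0568, or 0.0517 with the libraries as labelled. Without single libraries, the adjusted p ranged from 0.0261 to 0.0868 for Apoptosis, from 0.0245 to 0.0868 for Extracellular matrix organization and from 0.00985 to 0.134 for Interferon gamma signaling, and the number of sets from 3 to 7. It was 4 without CKO replicate 2 (Apoptosis 0.0522, Interferon gamma signaling 0.079, the interferon response list 0.079) and 3 without CKO replicate 3 (0.0868, 0.134 and 0.374, and 0.0868 for Extracellular matrix organization). In pSSPCs the block added the dissociation stress list, lower in CKO (0.0125; range over its alternatives 0.0096 to 0.865). In gpSSPCs that list changed direction with the libraries as labelled and the block (0.917). The cause was not tested. Apart from these calls and those above and in the interaction below, the block changed no other call.

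The interaction between genotype and population gave 7 genes with the block, compared with 0 without it and with DESeq2. The correlation of the genotype effect between the populations was 0.018 among genes with at least 10 counts in every library and 0.014 with the block, compared with 0.021.

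Regions open in one genotype only numbered 827 in gpSSPCs and 2645 in pSSPCs. Full lists gave 1846 in gpSSPCs and 3427 in pSSPCs (138 for control and 3289 for CKO, compared with 803 and 1842), and lists of 0.5 of that length gave 370 and 1143. Without single libraries, the counts ranged from 1522 to 2388 in gpSSPCs and from 3576 to 4954 in pSSPCs (4954 without control replicate 3 and 4948 without CKO replicate 1), since a region then needs fewer libraries. The genotype with more regions changed only without CKO replicate 3 in gpSSPCs (876 for control, 1156 for CKO). The difference in the share of TSSs with a peak fell to −0.345 points in gpSSPCs and 0.356 points in pSSPCs with lists of one length. With same-numbered libraries as pairs (replicate block) it stayed at −2.42 and 2.69 points, and its sign was the same in 3 of 3 pairs of each population, with full lists and with lists of one length (exact sign-flip test, p = 0.25 each, the smallest that 3 pairs allow). Without single libraries it ranged from −2.62 to −2.11 points and from 1.79 to 3.69 points. Regions near genes of Table S3 lost their call with the full lists for lower genes in both populations (0.191 for both), and the nonsignificant value for higher genes in gpSSPCs changed direction (0.191). The cause was not tested. For regions, the pairs enter only through the splits that part all 3 same-numbered pairs, given under other observations for gpSSPCs. For the scRNA-seq data, no paired analysis was possible because there is 1 library per condition.

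At 8 weeks, the stricter filter on cells gave shares of chondrocyte-like cells of 21.9% (*Prx1* Cre) and 14.4% (*Osx* Cre) and of PMSC-like cells of 15.6% and 3.82%, over fewer cells. PMSC-like cells made up 16.7% and 9.33% after removal of Scrublet calls and 16.6% and 9.78% with all variable features, and 0.257% of *Osx* Cre-derived cells without integration. The *Prx1* Cre share of chondrocyte-like and PMSC-like cells was the higher one in all these settings. OB-like cells, at 11.3% and 16.5%, had overlapping intervals after removal of Scrublet calls (7.36% and 8.16%) and with all variable features (7.34% and 8.11%). In these 2 settings cells changed class: of the *Osx* Cre-derived PMSC-like cells, 62 of 72 and 65 of 76 were OB-like with the settings used in the text, and of the *Prx1* Cre-derived ones 36 of 163 in both. Of the 9 *Osx* Cre-derived PMSC-like cells, 5 became OB-like and 2 BMSC-like without integration, and with the stricter filter 8 pericyte-like and 4 endothelial-like cells joined that class, which then had 18 cells. Why the clusters joined was not tested. At 16 weeks, the shares of chondrocyte-like and PMSC-like cells moved within their confidence intervals in every alternative, and so did their phases in the 3 settings in which phases were scored again (no integration, a resolution of 0.5 and thinning), with chondrocyte-like cells at 2.95% to 3.33% in control and 0.804% to 1.14% in CKO and PMSC-like cells at 2.98% to 3.22% and 1.31% to 1.56%. The larger classes moved further. With the stricter filter, OB-like cells fell to 7.09% in control and 5.65% in CKO, and BMSC-like cells rose to 85.6% and 90.4%; with all cells as denominator, BMSC-like cells made up 81.7% and 87.5%. Thinning lowered the G1 share of BMSC-like cells to 30.1% in control and 31.3% in CKO and raised their G2/M share to 33.1% and 31.5%, raised their S share in CKO to 37.2%, and moved OB-like cells to 33% in G2/M in control and to 30.1% in G1 and 39.8% in G2/M in CKO. The cause was not tested. Thinning to 1000 UMIs per cell lowered the shares of cells with a UMI, as fewer UMIs must. It gave 44.9% for *Ly6a* in *Prx1* Cre-derived PMSC-like cells, and in chondrocyte-like cells 12.5% (*Prx1* Cre), 7.46% (*Osx* Cre), 9.09% (control) and 0% (CKO) for *Nt5e* and 90.3% (*Prx1* Cre) and 83.6% (control) for *Acan*. Depth limits most the genes with few UMIs or counts, such as *Zmpste24*, *Nt5e* in CKO cells, *Anxa9* and *Nadsyn1*.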

Differences from the paper's values

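The tests that count each library as a sample, and the counts of genes changed in both populations under each setting, were chosen only after the result was seen.

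The paper reports 28 genes as higher and 23 as lower in both populations, compared with 0 and 0 here. None of the alternatives set before the data were examined closed either gap, the nearest being the replicate block with 8 and 5. With each library counted as a sample, the block, DESeq2 and no filter, a setting chosen after seeing the values, there were 38 and 25 genes. That setting also had 45 genes in opposite directions, with 92.4 shared genes of any direction expected by chance. The lower genes numbered 19 with the libraries as labelled in DESeq2, also added as a setting only after seeing the values. Beside them were 16 higher and 31 opposite genes, with 50.1 shared genes expected.

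Table S3 of the paper lists 424 higher and 359 lower genes for gpSSPCs, compared with 37 and 20 past the same thresholds here, and 750 higher and 987 lower genes for pSSPCs, compared with 31 and 111. None of the alternatives set before the data were examined closed any of these gaps. The nearest was the replicate block, with 255, 208, 245 and 376 genes. Fits with each library as a sample, the design written beforehand, were added as alternatives only after seeing the values. Of these, the libraries as labelled gave 269 lower genes in gpSSPCs, and DESeq2 on them gave 332 higher and 302 lower genes there. The block on them gave 940 higher and 903 lower genes in pSSPCs. All these numbers lie within 1.5 times the paper's numbers. The libraries as labelled with the block, DESeq2 and no filter, also chosen after seeing the values, gave 488 and 406 genes in gpSSPCs and 787 and 1088 in pSSPCs, and these held 415 of the 424, 349 of the 359, 740 of the 750 and 974 of the 987 genes that the paper lists.

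At 16 weeks, the paper has about 41 chondrocyte-like cells in both libraries (Fig. 3h, read by eye), compared with 80 here, and none of the alternatives set before the data were examined closed the gap. In the cell cycle plot (Fig. 3g, all values of the paper read by eye), the paper has about 55% of control chondrocyte-like cells in G1 and about 6.9% in S phase, compared with 21.3% and 32.8% here. For CKO chondrocyte-like cells, the plot has about 67% in G1 and about 0% in S phase, compared with 31.6% and 36.8%. For these 4 shares none of the alternatives set before the data were examined closed the gap, with thinned cells at 18.2%, 27.3%, 26.3% and 21.1%. For CKO PMSC-like cells, it has about 63% in G1 and about 19% in G2/M, compared with 29% and 45.2%. Cells thinned to 1000 UMIs, an alternative set before the data were examined, had 42.3% in G1, within 1.5 times the paper's value, and 42.3% in G2/M, where none of these alternatives closed the gap. Thinning also moved the G2/M share of CKO chondrocyte-like cells from 31.6% to 52.6%, compared with about 33% in the paper. The classes were rebuilt here from marker lists, so these differences may come from the names given to cells. They may also come from the scoring, since whether the score separates cycling cells was not checked.

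The paper states that the accessibility around TSSs was lower in the CKO cells of both populations. By the share of TSSs with a peak, pSSPCs went the other way, with a difference of 2.69 points (0.356 points with lists of one length). The paper states that fewer CKO than control cells of both classes were in S phase. For chondrocyte-like cells the share here was 36.8% in CKO and 32.8% in control, while cells thinned to 1000 UMIs had 21.1% and 27.3%. These shares do not decide the question, because it was not checked that the score separates cycling cells.

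The paper names CD73 among the top-ranked membrane proteins of chondrocyte-like cells. *Nt5e*, which encodes it, was at rank 189 at 8 weeks and 432 at 16 weeks by the ratio of CPM, over all genes. The paper relates the downregulated genes of both populations to the ECM. In pSSPCs, the set Extracellular matrix organization had a median log2 fold change of 0.05 (adjusted p = 0.516 in limma's camera), and no setting called the set. *Fn1* was higher in CKO pSSPCs, and the paper's own Table S3 also lists it as higher there. The paper describes lower accessibility at 4 downregulated genes of pSSPCs. By the number of peaks in and near the genes, all 4 had more in CKO, with 61 and 56 at *Col5a1* in CKO and control, 34 and 30 at *Itga2*, 51 and 38 at *Itga11* and 21 and 20 at *Aspn*. The CKO libraries of pSSPCs also had more peaks in total (a mean of 86008, compared with 67483 in control). These counts were not adjusted for that and so do not decide whether accessibility was lower.

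The 19 genes of gpSSPCs and 17 genes of pSSPCs that the paper names as changed and that could be tested all went the paper's way, but 2 and 4 of them had an unadjusted p under 0.05, and none an adjusted one (edgeR). The replicate block was set before the data were examined but was run on the summed samples. With it, 14 and 9 had an unadjusted p under 0.05, and 5 and 6 of them an adjusted one over all genes (edgeR). These 11 are *Col2a1*, *Serpina1a*, *Serpina1c*, *Serpina1d* and *Serpina1e* in gpSSPCs and *Slpi*, *Prg4*, *Rgcc*, *Inmt*, *Myoc* and *Slurp1* in pSSPCs. The block also gave *Il7*, *Bcl3*, *Tnn*, *Lrp4*, *Serpina1b*, *Apoe*, *Wif1*, *Nadsyn1* and *Cavin4* in gpSSPCs and *Cdkn1a*, *Col5a1* and *Aspn* in pSSPCs an unadjusted p under 0.05. Of the other alternatives set before the data were examined, DESeq2 gave such a p to *Col2a1*, *Serpina1a*, *Serpina1e*, *Slpi*, *Slurp1* and, in pSSPCs, *Tnn* (0.0423). Without a filter *Cxcl9* (0.00711), *Bcl3*, *Serpina1a* and *Serpina1e* in gpSSPCs and *Slpi*, *Slurp1* and *Tnn* (0.0459) in pSSPCs had one. A minimum of 10 counts in every library gave it to *Slurp1* and *Tnn* (0.0404) in pSSPCs, and both populations in one fit to *Serpina1a* in gpSSPCs and to *Slurp1* and *Tnn* (0.038) in pSSPCs. *Slpi* had it without control replicate 2 (0.0453) and without CKO replicate 3 (0.0482). The libraries as labelled with the block, DESeq2 and no filter, chosen after seeing the values, gave an unadjusted p of 0.00878 for *Cdkn1a*, 0.0349 for *Fn1*, 0.0373 for *Lum*, 0.0163 for *Nrde2* and 0.00327 for *Anxa9* in gpSSPCs. In pSSPCs it was 0.00488 for *Gbp6*, 0.0441 for *Snai2*, 0.00376 for *Itga11*, 0.0114 for *Bcl3*, 0.0039 for *Cxcl9*, 0.00747 for *Nrde2* and 0.0359 for *Lrp4*. Of these genes, *Fn1*, *Lum* and *Nrde2* in gpSSPCs and *Gbp6*, *Snai2*, *Itga11*, *Bcl3*, *Cxcl9* and *Nrde2* in pSSPCs also had such a p with the libraries as labelled and the block in edgeR. *Nrde2* in both populations and *Itga11* and *Bcl3* in pSSPCs had it with the libraries as labelled without the block, in edgeR and in DESeq2. *Snai2* had it there in DESeq2 alone, and *Fn1* with the block over both populations. These settings were all added after seeing the values. The setting with the block, DESeq2 and no filter gave an adjusted p under 0.05 to *Serpina1b* (0.00166), *Apoe* (5.74e-10) and *Wif1* (2.94e-08) in gpSSPCs and to *Itga2* (0.0104) and *Tnn* (0.0138) in pSSPCs. Of the other settings added after seeing the values, DESeq2 on the libraries as labelled gave *Il7* 0.0326 and *Tnn* in pSSPCs 0.0268. DESeq2 with the block gave *Apoe* 9.63e-05 and *Wif1* 0.00502.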

Other observations

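The test of the correlation between populations against other splits, the comparisons of the pairs of replicates with each other, the pairing of ATAC-seq libraries, and the reading of cell type lists and sex-linked genes were chosen only after the result was seen.

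The difference in the share of TSSs with a peak followed the length of the peak lists. With lists of one length it fell from −2.42 to −0.345 points in gpSSPCs and from 2.69 to 0.356 points in pSSPCs, and the libraries of the 2 genotypes then overlapped, which suggests that the number of peaks called, and not their place, made most of it. The remainder had the same sign in 3 of 3 same-numbered pairs of each population, lower in CKO gpSSPCs and higher in CKO pSSPCs (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). Regions open in one genotype only were also counted under the other splits of the libraries. In gpSSPCs, 4 of the 10 splits of the 6 libraries gave as many regions as the split by genotype, up to 1266 regions when control replicates 1 and 2 and CKO replicate 1 were set against the rest (2 of 10 with the full lists). Of the 4 splits that part all 3 same-numbered pairs of gpSSPCs, only the split by genotype (827 regions) gave as many, and the other 3 gave 446 to 508; the larger counts came from splits that kept a pair together. In pSSPCs, only the split by genotype (1 of 10) gave as many, and the other splits gave 255 to 726 regions. With the full lists it was again 1 of 10, but by a small margin, with 3427 regions compared with 3191 when control replicates 1 and 2 and CKO replicate 1 were set against the rest, so the gap depends on the length of the lists. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart from an effect in either population. With lists of 59186 peaks, the median share of peaks that libraries have in common was 81.7% within and 81.4% across the genotypes of gpSSPCs, 85.6% and 81.4% in pSSPCs, and 54.3% between gpSSPCs and pSSPCs.

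The paper's methods give 2361 control and 2068 CKO cells at 16 weeks, while the library labelled control had 2068 cells after the filter and the library labelled CKO 2362. An exchange of the labels is argued against, because *Zmpste24* in the library labelled CKO was at 0.162 of the level in the library labelled control, with 3.03 compared with 19.8 CPM in BMSC-like cells. How the numbers in the methods came about was not tested. At 8 weeks, *Zmpste24* had 27 UMIs in the *Prx1* Cre library (17.4 CPM, exact Poisson 95% interval 11.5 to 25.3) and 45 UMIs in the *Osx* Cre library (43.4 CPM, 31.7 to 58.1).

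Doublets could change the shares of small classes. Scrublet marked 0.161% of the cells of the 4 libraries, too few to have worked, so this call decides nothing. BMSC-like cells are the largest class, and doublets with them would carry BMSC markers. In 16-week chondrocyte-like cells these markers reached at most 3.55% of their level in BMSC-like cells, which argues against such doublets as a main part of the class. In PMSC-like cells they reached 14.6%, in the CKO library, and doublets in that class cannot be told apart from other mixtures, because the value lies between what few and many doublets would give. The CKO PMSC-like cells had 6610 CPM of BMSC markers, 9270 CPM of OB markers and 3490 CPM of chondrocyte markers, compared with 1590, 2620 and 46.1 CPM in control PMSC-like cells, so the 31 CKO cells may be less pure, and no biological explanation was tested.

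The S phase shares of chondrocyte-like cells at 16 weeks depended on depth. The CKO share was above the control share with all UMIs (36.8% and 32.8%) and lower by 6.2 points with each cell thinned to 1000 UMIs (−6.2 points). Depth and genotype cannot be told apart for this difference, because 19 CKO cells leave intervals that cover both directions.

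The genotype effects of gpSSPCs and pSSPCs hardly correlated across genes (Spearman correlation 0.021). Splitting the 4 samples of each population in the 3 possible ways gives 9 combinations, of which 5 had a correlation as large in absolute value, the split by genotype in both included (0.026 with log2 ratios). The largest, 0.613, came from splitting replicate 1 from replicates 2 and 3 in both populations, and the others lay between −0.038 and 0.03. A shared effect of the genotype cannot be told apart from chance in this way, because 9 combinations cannot give a share under 0.05. Within a population, the effects in the pair of replicate 1 and in the pair of replicates 2 and 3 had a Spearman correlation of 0.08 in gpSSPCs (3989 genes with at least 50 counts in every sample, 52.1% with the same sign) and 0.14 in pSSPCs (3269 genes, 55.6%). Between the populations, over 2786 such genes, it was 0.03 in the pair of replicate 1 (50.7%) and 0.14 in the pair of replicates 2 and 3 (55.3%). Across unlike pairs of the populations it was 0.01 and 0. Of the genes in Table S3 that were found in the files, 404 of 417 higher and 336 of 349 lower genes of gpSSPCs and 727 of 740 higher and 822 of 974 lower genes of pSSPCs changed the paper's way in both pairs. The study chose them on these samples.

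Marker lists of cell types were summed in the RNA-seq samples, given here as CPM in control and CKO of replicate 1 and then in control and CKO of replicates 2 and 3. Chondrocyte markers had 47800, 30100, 36700 and 22800 CPM in gpSSPCs and 10500, 9680, 7040 and 6170 in pSSPCs. PMSC markers had 16100, 14600, 18400 and 18200 CPM in gpSSPCs and 71700, 38900, 57500 and 34200 in pSSPCs. OB markers had 57800, 57200, 22200 and 18300 CPM in gpSSPCs and 14900, 16000, 5060 and 5110 in pSSPCs. Tenocyte markers had 1910, 1080, 1420 and 1380 CPM in gpSSPCs and 773, 636, 820 and 707 in pSSPCs. BMSC markers had 329, 664, 732 and 592 CPM in gpSSPCs and 557, 812, 1180 and 1160 in pSSPCs. Erythroid markers differed between the replicates and not between the genotypes in one direction, with 20, 17.2, 6530 and 2840 CPM in gpSSPCs and 22.8, 155, 1920 and 1300 in pSSPCs. Schwann cell markers lay between 58.1 and 464 CPM, pericyte markers between 141 and 386, endothelial markers between 39.2 and 146, muscle markers between 10.2 and 69.7, myeloid markers between 13.3 and 48.7, basophil and mast cell markers between 0.554 and 130, and lymphoid markers between 0.408 and 23.7. No biological explanation was tested for these values.

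Genes of the female list (*Xist* and *Tsix*) had 129, 96.4, 104 and 71.6 CPM in gpSSPCs and 240, 140, 72.5 and 66.2 CPM in pSSPCs, in the same order of samples, and the male list had at most 0.227 CPM. In the scRNA-seq libraries *Ddx3y*, a gene of the male list, had 99 and 62 UMIs at 8 weeks and 230 and 244 UMIs at 16 weeks, while *Xist* had 1, 2, 6 and 5 UMIs. The RNA-seq counts thus show a female and the scRNA-seq counts a male pattern, the same in both genotypes.

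In the 16-week scRNA-seq libraries, the dissociation stress list had 2680 CPM (exact Poisson 95% interval 2610 to 2740) in control and 6710 CPM (6620 to 6800) in CKO BMSC-like cells. The hypoxia and glycolysis list had 2490 and 2150 CPM in BMSC-like cells. The interferon response list had 2240 and 1560 CPM in BMSC-like cells and 442 and 1150 CPM in PMSC-like cells, and the p53 target list 1210 and 2040 CPM in PMSC-like cells and 1210 and 818 CPM in OB-like cells. *Hbb-bs* had 9778 UMIs in the control and 1060 UMIs in the CKO library. These are single libraries, and no explanation was tested.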
